# *TCF7L2* lncRNA: a link between bipolar disorder and body mass index through glucocorticoid signaling

**DOI:** 10.1038/s41380-021-01274-z

**Published:** 2021-09-17

**Authors:** Duan Liu, Thanh Thanh Le Nguyen, Huanyao Gao, Huaizhi Huang, Daniel C. Kim, Brenna Sharp, Zhenqing Ye, Jeong-Heon Lee, Brandon J. Coombes, Tamas Ordog, Liewei Wang, Joanna M. Biernacka, Mark A. Frye, Richard M. Weinshilboum

**Keywords:** Genetics, Molecular biology

## Abstract

Bipolar disorder (BD) and obesity are highly comorbid. We previously performed a genome-wide association study (GWAS) for BD risk accounting for the effect of body mass index (BMI), which identified a genome-wide significant single-nucleotide polymorphism (SNP) in the gene encoding the transcription factor 7 like 2 (*TCF7L2*). However, the molecular function of *TCF7L2* in the central nervous system (CNS) and its possible role in the BD and BMI interaction remained unclear. In the present study, we demonstrated by studying human induced pluripotent stem cell (hiPSC)-derived astrocytes, cells that highly express *TCF7L2* in the CNS, that the BD-BMI GWAS risk SNP is associated with glucocorticoid-dependent repression of the expression of a previously uncharacterized TCF7L2 transcript variant. That transcript is a long non-coding RNA (lncRNA-TCF7L2) that is highly expressed in the CNS but not in peripheral tissues such as the liver and pancreas that are involved in metabolism. In astrocytes, knockdown of the lncRNA-TCF7L2 resulted in decreased expression of the parent gene, *TCF7L2*, as well as alterations in the expression of a series of genes involved in insulin signaling and diabetes. We also studied the function of TCF7L2 in hiPSC-derived astrocytes by integrating RNA sequencing data after TCF7L2 knockdown with TCF7L2 chromatin-immunoprecipitation sequencing (ChIP-seq) data. Those studies showed that TCF7L2 directly regulated a series of BD risk genes. In summary, these results support the existence of a CNS-based mechanism underlying BD-BMI genetic risk, a mechanism based on a glucocorticoid-dependent expression quantitative trait locus that regulates the expression of a novel TCF7L2 non-coding transcript.

## Introduction

Bipolar disorder (BD) is a psychiatric disease with significant morbidity and mortality [1]. BD is often comorbid with other disorders such as alcohol use disorder [2–4] and binge eating disorder [5]. The overall heritability of BD is between 60% and 85%, indicating that genetic factors contribute substantially to disease risk [6]. Genome-wide association studies (GWAS) have identified >60 genome-wide significant loci associated with BD risk [6–13]. Pathway enrichment analyses of BD risk genes have revealed several significant gene sets, including those that regulate insulin secretion, energy metabolism [6, 7], and corticotropin-releasing hormone (CRH) signaling [14]. Those results are consistent with clinical observations that BD is often associated with binge eating disorder [5], addiction disorders [2–4, 15] (i.e., alcohol and food), and with metabolic syndromes [16]. The prevalence of obesity in BD patients is more than twofold greater than that for the general population [16, 17]. Furthermore, obesity in BD is associated with more severe mood symptoms and worse treatment outcomes [18, 19]. The pathophysiology underlying the comorbidity of BD and obesity remains unclear.

In an attempt to gain a greater understanding of the potential contribution of genetic factors to the comorbidity of BD and obesity, we performed a GWAS to identify variants associated with body mass index (BMI)-dependent BD [20]. Even though BMI is an imperfect measure of excessive fat accumulation, it is a widely used clinical variable in studies of obesity [21, 22]. That GWAS identified a genome-wide significant single-nucleotide polymorphism (SNP) (rs12772424, *P* = 2.85E-08) that mapped to an intronic region of the *TCF7L2* gene [20]. Specifically, the minor allele for the rs12772424 SNP was more strongly associated with BD as BMI increased [20]. However, this SNP was not associated with risk for either BD or BMI alone, but only showed a significant association with BD when accounting for the effect of BMI [20]. The association of this *TCF7L2* SNP with BMI-dependent BD risk was later replicated in an independent cohort of BD patients [23]. *TCF7L2* is a well-known risk gene for type 2 diabetes (T2D). Specifically, a different *TCF7L2* SNP (rs7903146)—a SNP that is not in linkage disequilibrium (LD) with rs12772424 (*r*^*2*^ < 0.035, *D*’ <0.282) and which maps 122.2 kb distant from rs1277424—has been associated with risk for T2D in a series of studies [24–27]. The existence of two independent *TCF7L2* SNPs, each of which is associated with different diseases, suggests that *TCF7L2* might have different functions in T2D and in BD associated with BMI.

*TCF7L2* encodes the transcription factor 7 like 2, which plays an important role in the Wnt/β-catenin signaling pathway [28], a pathway known to be involved in the pharmacotherapy of BD [29]. *TCF7L2* is widely expressed across many human organs and tissues, including the brain [30]. As *TCF7L2* is well recognized as a T2D risk gene, its function in T2D and glucose metabolism has been studied extensively in animal models with results that suggest a complex molecular role for this protein [31]. Specifically, *Tcf7l2* dysfunction in hepatic [32–34] and pancreatic [35, 36] tissue, as well as involvement in the gut-brain axis [37] have all been thought to contribute to T2D risk. *Tcf7l2* function in the central nervous system (CNS) has also been studied in rodents [38–40]. In addition to disrupted systemic glucose homeostasis, abnormalities in nervous system morphology and neurologically based behaviors such as polyphagia and hypoactivity were observed in *Tcf7l2* knockout mice [41, 42]. Despite mounting evidence that *TCF7L2* may link psychiatric disorders and metabolic dysregulation [20, 43], its function in human CNS cell line models, to our knowledge, has not been reported.

In the present study, we set out to characterize the molecular function of *TCF7L2* in the CNS with the goal of understanding its possible role in the comorbidity of BD and obesity. These studies began with a review of human brain single-nucleus and single-cell RNA-seq data for TCF7L2, results which showed that it is most highly expressed in astrocytes. Furthermore, an examination of the genomic architecture surrounding the BD-BMI interaction GWAS identified SNP, rs12772424, showed that the variant SNP genotype created a half-palindrome glucocorticoid response element (GRE)—raising the possibility that *TCF7L2* transcription might be regulated by glucocorticoid signaling. After treatment of hiPSC-derived astrocytes with dexamethasone (DEX), a potent synthetic glucocorticoid, expression levels of two TCF7L2 long non-coding transcripts (lncRNA-TCF7L2) were found to be significantly repressed. One of the lncRNA-TCF7L2 transcripts, namely “T-3”, was predominantly expressed in the human brain but not in peripheral tissues such as the liver or pancreas. As a result, after starting with an SNP that was associated with a BD subtype, the series of experiments described subsequently showed that the SNP was a pharmacogenomic expression quantitative trait locus (PGx-eQTL), i.e., an eQTL that is functional only in the presence of a drug (e.g., DEX) or endogenous hormones such as glucocorticoids [44–46]. Finally, we found that the “T-3” lncRNA-TCF7L2 influenced expression in astrocytes of both the parent gene and scores of other genes involved in both energy metabolism and BD risk. This series of studies identified and functionally characterized a TCF7L2 lncRNA and its SNP-dependent expression as a molecular mechanism related to BD-BMI interaction and, as a result, illustrates the potential importance of lncRNAs for neuropsychiatry.

## Materials and methods

### TCF7L2 transcriptional analysis in the human brain at the single-cell level

A single-nucleus RNA sequencing (snRNA-seq) data set generated by the Allen Institute that included samples across multiple human cortical areas [47] was consulted to obtain information with regard to TCF7L2 expression in CNS cells. In addition, single-cell RNA sequencing (scRNA-seq) data generated using surgically removed human cerebral cortical samples from 12 subjects [48, 49] were downloaded and combined for analysis of TCF7L2 expression. Finally, chromatin accessibility information for the *TCF7L2* gene in human brain cells was obtained from a single-cell assay for transposase-accessible chromatin using sequencing (scATAC-seq) data set [50] to evaluate the transcriptional activity of *TCF7L2* in clustered CNS cell types. The sources of these data sets and other key resources used in this study are listed in Supplementary Table S1. Please see the Supplementary Text for details.

### Identification of the TCF7L2 transcript variants regulated by glucocorticoid signaling

The *TCF7L2* rs12772424 SNP was annotated using HaploReg v4.1 [51], which indicated that the rs12772424 variant allele (A) created a half-palindrome GRE. To test the hypothesis that TCF7L2 transcription might be regulated by glucocorticoid signaling, quantitative reverse transcription-polymerase chain reaction (qRT-PCR) was used to quantitate RNA levels for all known TCF7L2 transcript variants in a variety of cell lines before and after treatment with the glucocorticoid receptor (GR) agonist DEX. The rs12772424 SNP effect on *TCF7L2* transcriptional activity was also determined by reporter gene assay with the comparison of luciferase activities for rs12772424 SNP wild-type and variant cDNA constructs. See the Supplementary Text for details.

### Characterization of TCF7L2 long non-coding RNA transcripts

Expression levels of TCF7L2 long non-coding RNA transcripts (lncRNA-TCF7L2) in the human brain and peripheral tissues as well as in human cell lines were quantified by qRT-PCR using primers targeted to their unique exon junctions. The existence of lncRNA-TCF7L2 “T-3” was confirmed by cDNA amplification of its “full length” sequence using total RNA samples prepared from human brain tissues and from hiPSC-derived astrocytes. RNA-seq was also performed with samples from hiPSC-derived astrocytes that have been transfected with ASOs to knockdown (KD) the lncRNA-TCF7L2 or with non-targeting control ASOs. Differentially expressed genes (DEGs) after KD of the lncRNA-TCF7L2 “T-3” were identified by comparison of transcriptomes of control and KD samples. Those DEGs were then used for pathway enrichment analysis using EnrichR [52] to annotate the function of the lncRNA-TCF7L2 “T-3”. See the *Supplementary Text* for additional details.

### Identification of TCF7L2 target genes in hiPSC-derived astrocytes

RNA-seq and ChIP-seq data were generated to identify TCF7L2 target genes. Specifically, TCF7L2 protein expression was knocked down (KD) by siRNA transfection. After the KD efficiency had been validated by both qRT-PCR and western blot assays, RNA-seq was performed with control and KD samples to identify transcriptome-wide DEGs. ChIP-seq was also performed to identify TCF7L2 genome-wide DNA-binding sites. RNA-seq and ChIP-seq data were integrated as described previously [53] for the identification of TCF7L2 target genes. See the Supplementary Text for details.

### TCF7L2 and BD risk genes

To annotate TCF7L2 protein function, the RNA-seq and ChIP-seq identified TCF7L2 target genes in hiPSC-derived astrocytes were subjected to pathway enrichment analysis. Those TCF7L2 target genes enriched BD as the top disease pathway. Expression levels of the BD risk genes quantified by RNA-seq were plotted, and the TCF7L2-binding sites that mapped to or near the BD risk genes identified by ChIP-seq were visualized by using the Integrative Genomics Viewer [54]. See the Supplementary Text for details.

## Results

### *TCF7L2* gene transcription in human brain cells

To determine which CNS cell type(s) might express TCF7L2, we first consulted human brain snRNA-seq data generated by the Allen Institute [47]. Their data set included single-nucleus transcriptomes of 49,495 nuclei across multiple human brain cortical areas. Based on marker gene expression, cells were “clustered” into seven non-neuronal and two major neuronal cell types (Fig. 1a). TCF7L2 was more highly expressed in astrocytes than in any of the other “clustered” cell types (Fig. 1b, c). Previously we had also analyzed scRNA-seq data [55] from two data sets generated from surgically removed human cerebral cortical tissue [48, 49] (Supplementary Fig. S1). In those studies, TCF7L2 was also expressed predominantly in astrocytes, e.g., 75.2% of astrocytes were TCF7L2 positive, a percentage nearly twice that of any other CNS cell type (Fig. 1d). The high levels of TCF7L2 expression in astrocytes were supported by scATAC-seq data generated from 70,631 human brain cells [50]. The human brain scATAC-seq data showed that *TCF7L2* chromatin accessibility in astrocytes was higher than that for other clustered CNS cell types (Fig. 1e), compatible with highly active *TCF7L2* transcription in astrocytes. Since *TCF7L2* is most highly expressed in astrocytes, and since insulin signaling in astrocytes is known to co-regulate CNS glucose sensing and systemic glucose metabolism [56, 57], we next set out to characterize *TCF7L2* function in hiPSC-derived astrocytes in an effort to understand its possible role in the comorbidity of BD and obesity.

**Fig. 1:**
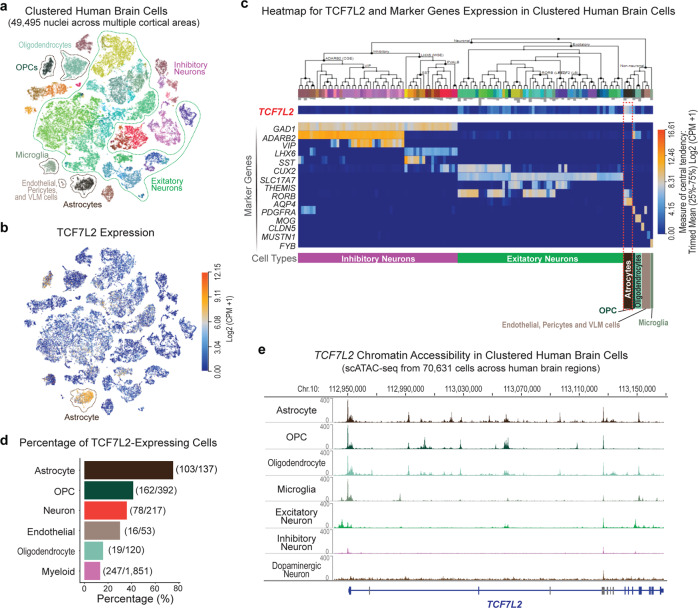
*TCF7L2* transcription in the human brain. **a** Clusters of human brain cells that were assigned cell types based on the expression of cell type-specific marker genes quantified by single-nucleus RNA-seq in 49,495 single nuclei from multiple cortical areas. Each dot represents a single cell. Cell types have been color-coded and labeled. OPCs: oligodendrocyte progenitor cells. **b** TCF7L2 expression in each of these brain cells was color-coded based on TCF7L2 expression levels. **c** Heatmap for the bulk expression level of *TCF7L2* and marker genes in the clustered brain cell. Expression level in astrocytes is highlighted in the dashed box. **a**–**c** show data generated by the Allen Institute (https://portal.brain-map.org/atlases-and-data/rnaseq) [47]. **d** Percentages of TCF7L2-expressing cells in each sub-group of cell types are shown graphically. Numbers shown in parentheses are the numbers of TCF7L2-expressing cells/total number of sequenced cells. Single-cell RNA-seq data were generated from surgically removed human cerebral cortical tissues in two studies [48, 49]. The two data sets were combined and re-analyzed as reported in a previous study [55]. **e** *TCF7L2* chromatin accessibility was quantified by single-cell ATAC-seq in 70,631 cells across human brain regions. ATAC-seq peaks across the *TCF7L2* gene in each clustered cell type are shown separately from top to bottom. Physical positions on chromosome 10 (Chr.10) are labeled across the top. Based on its physical location on Chr.10 (GRCh38/p13), the *TCF7L2* gene is depicted at the bottom with exons shown as bars and introns as lines. The scATAC-seq data were generated by Corces et al. [50] and visualized by using the WashU Epigenome Browser [81].

### The BMI-dependent BD risk SNP regulates brain-specific *TCF7L2* transcript variant expression through glucocorticoid signaling

We began this series of experiments by attempting to understand the *TCF7L2* gene structure and the SNP signal that had initially suggested a possible relationship of *TCF7L2* to BD risk. The *Ensembl* [58] human genome assembly (GRCh38/p13) annotated 26 human *TCF7L2* exons (numbered in Fig. 2a) which gave rise to 30 possible transcript variants (see Supplementary Tables S2 and S3). The most highly expressed TCF7L2 transcript across human tissues is a protein-coding transcript (ENST00000369397) consisting of 14 exons [30]. We designated that transcript as the TCF7L2 reference transcript (Fig. 2a). Alternative exons that mapped to intronic regions of the reference transcript were named on the basis of intron number, followed by a letter of the alphabet (see Fig. 2a). The *TCF7L2* rs12772424 SNP that was associated with the BD-BMI interaction is independent of the *TCF7L2* rs7903146 T2D risk SNP, e.g., they are not in LD in any racial or ethnic groups (*r*^*2*^ < 0.035, *D*’ <0.282). Unlike the T2D risk rs7903146 SNP, which is an eQTL for TCF7L2 RNA levels in multiple tissues [30], the rs12772424 SNP is not an eQTL for TCF7L2 in any tissue or organ [30]. However, we noticed that the variant allele for the rs12772424 SNP created a half-palindrome GRE (see Fig. 2a), a DNA motif that binds to the ligand-activated GR, which could then either enhance or repress gene transcription [59]. We also noted that eleven additional GREs were present in the “LD block” that includes rs12772424 (Fig. 2b). To determine whether the GR or other GR-related transcription factors (TFs) might bind to this “LD block”, we consulted the ENCODE [60] database that contains ChIP-seq data generated using A549 lung cancer cells after treatment with the GR agonist, DEX. Those ChIP-seq data showed that GR (encoded by *NR3C1*), FOXA1, POLR2A, and CTCF were all bound to this haplotype block (Fig. 2b). These observations raised the possibility that *TCF7L2* transcription might be influenced by glucocorticoid signaling.

**Fig. 2:**
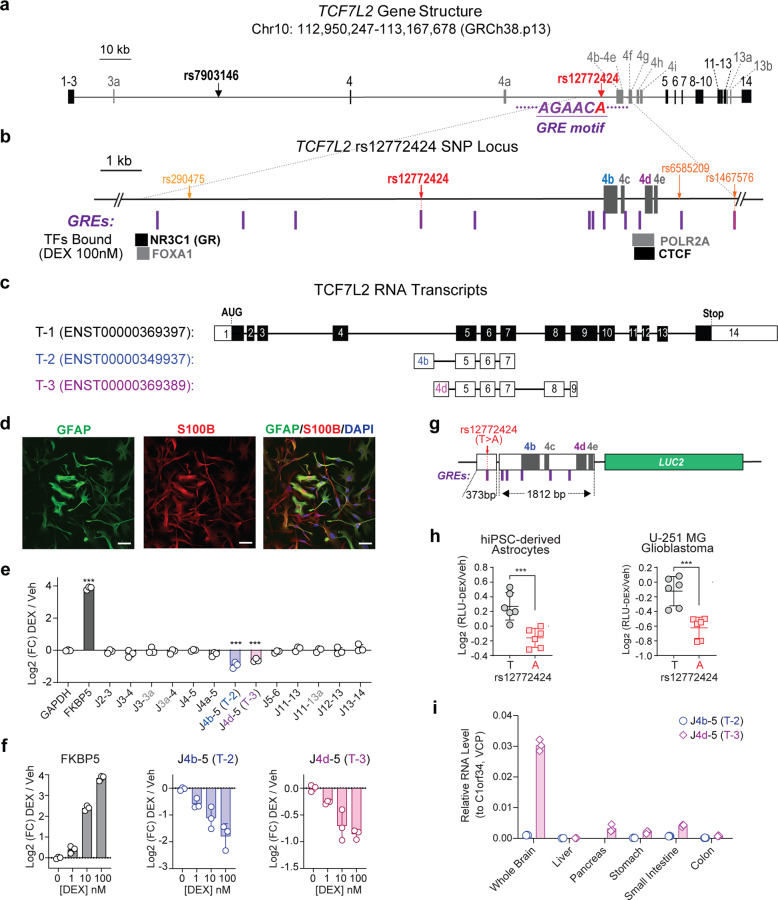
*TCF7L2* SNPs and glucocorticoid-regulated transcript variants. **a** *TCF7L2* gene structure. *TCF7L2* exons are numbered from 1 to 14 based on the reference RNA transcript (ID: ENST00000369397). Alternative exons that map to introns of the reference transcript were named using the intron number, followed by a letter of the alphabet. Positions of the rs7903146 SNP and the rs12772424 SNP are indicated and they map 122.2 kb distant from each other. The rs12772424 SNP variant allele (*A*) created a half-palindrome glucocorticoid response element (GRE). **b** The rs12772424 SNP locus. Positions of rs12772424 and its “linked” SNPs (*r*^*2*^ > 0.35, *D*’ >0.79 in European population) are labeled. *TCF7L2* exons are depicted as boxes with exon numbers labeled above. Putative GREs are indicated below. Transcription factor (TF) binding sites for the glucocorticoid receptor (NR3C1), FOXA1, POLR2A, and CTCF are shown as boxes below the GREs. Darker colors represent stronger binding. **c** TCF7L2 transcript variants (T-1 to T-3) annotated by *Ensembl* are shown with their IDs shown in parentheses. **d** Immunofluorescent staining of astrocyte markers, GFAP and S100B, for hiPSC-derived astrocytes. Scale bars represent 50 µM. **e** Fold changes in RNA levels for *TCF7L2* transcript variants in hiPSC-derived astrocytes after treatment with 100 nM DEX. Unique exon junctions (“J”) for specific transcript variants were quantified by qRT-PCR. *GAPDH* and *FKBP5* expression was measured as internal and treatment controls, respectively. Data are mean ± s.d. (*n* = 3). ***P < 0.001 by Dunnett’s test. **f** DEX-dose-dependent induction of FKBP5 and repression of “T-2” and “T-3” in hiPSC-derived astrocytes. **g** Construction of reporter gene plasmid. DNA fragments that included the *TCF7L2* rs12772424 SNP (373 bp) and exons 4b-4d (1812 bp) were cloned into the 5′-region of the *LUC2* reporter gene. **h** Luciferase assays after cells were transfected with plasmids containing rs12772424 wild type (*T*) or variant (*A*) alleles and were treated with DEX or vehicle control. Data are presented as relative luciferase units (RLUs) after dexamethasone/vehicle (DEX/Veh) normalization. ***P < 0.001 by *t* test. **i** Relative RNA levels of TCF7L2 “T-2” and “T-3” compared with those of the housekeeping genes, *VCP* and *C1orf43*, in total RNA samples prepared from human tissue lysates. Data are mean ± s.d. (*n* = 3).

To determine whether glucocorticoids might regulate *TCF7L2* transcription, we designed qRT-PCR primers that targeted all known *TCF7L2* exon junctions (J) (see Supplementary Table S4) to make it possible to quantitate all TCF7L2 RNA transcripts after DEX treatment. The reference TCF7L2 transcript variant is designated “T-1” in Fig. 2c. More than half of the 30 *Ensembl*-annotated TCF7L2 transcript variants failed to include exons 1–4 of “T-1”. Furthermore, as we will demonstrate subsequently, the expression of two “short” variant transcripts, namely “T-2” and “T-3” (see Fig. 2c), were significantly repressed by DEX treatment.

As a first step, we measured RNA levels for all annotated *TCF7L2* transcripts in A549 cells since ChIP-seq showed that GR and other TFs bound near the rs12772424 SNP in A549 cells after treatment with 100 nM DEX (Fig. 2b). The RNA level of *FKBP5*, a prototypic GR-inducible gene, was also assayed as a positive control for response to DEX treatment. As expected, FKBP5 RNA expression increased significantly after DEX treatment (Supplementary Fig. S2a). However, the expression of three of the possible TCF7L2 transcript variants, including “T-2” and “T-3”, was significantly downregulated, whereas the expression of other TCF7L2 potential transcript variants was not changed significantly (Supplementary Fig. S2a) nor were they detectable by qRT-PCR (data not shown). Furthermore, repression of the “T-2” and “T-3” transcripts was DEX-dose dependent (Supplementary Fig. S2b). In an attempt to validate these observations for A549 cells by using CNS cell lines, we cultured human iPSC-derived astrocytes (Fig. 2d) and once again showed that “T-2” and “T-3” expression was repressed by DEX treatment (Fig. 2e) in a dose-dependent fashion (Fig. 2f). These observations were also reproduced in U251-MG human glioblastoma cells (Supplementary Fig. S2c, d), indicating that the regulation of those TCF7L2 transcript variants by glucocorticoid signaling may be a general phenotype across cell lines.

To study the possible role of the rs12772424 SNP in GR-dependent repression of “T-2” and “T-3” in the presence of DEX, DNA fragments containing the rs12772424 SNP and exon 4b-4d sequences were cloned into luciferase reporter gene constructs (see Fig. 2g). Constructs containing the rs12772424 SNP variant allele (A), which creates a GRE motif, were associated with decreased luciferase activity in both iPSC-derived astrocytes and U251-MG glioblastoma cells after DEX treatment (Fig. 2h), suggesting that the transcriptional activity of the cloned DNA fragments was GR and rs12772424 SNP-dependent in both types of cells.

Finally, “T-3” RNA was much more abundant in total RNA samples obtained from the human brain than in total RNA isolated from liver, pancreas, or gut tissue (Fig. 2i), tissues in which the function of *TCF7L2* may be linked to T2D [32–37]. Compared with “T-3”, RNA levels of “T-2” were very low or undetectable in all tissues that were tested (Fig. 2i). In summary, this series of experiments suggested that the *TCF7L2* transcript variant “T-3”, which is highly expressed in the human brain but not in the other tissues that we tested, might be linked to the BD-BMI risk SNP rs12772424 through GR signaling—a possibility supported by the fact that the rs12772424 SNP creates a GRE.

### TCF7L2 “T-3” is a long non-coding RNA transcript that functions in the regulation of TCF7L2 mRNA and of genes involved in metabolic pathways

Transcript variant “T-3” was distinguished from other *TCF7L2* transcripts by its first exon, exon-4d (Fig. 3a). In addition to quantification of the “T-3” unique exon junction, “J4d-5”, by the use of qRT-PCR (Fig. 2), we were also able to amplify all six “T-3” exons by RT-PCR using primers mapping to “T-3” (see Supplementary Table S5) and total RNA prepared from human brain tissue as a template (Fig. 3a–c). This result confirmed the existence of “T-3” in the human brain. We should note that “T-3” has been annotated as a protein-coding transcript without a stop codon or a 3′ untranslated region (UTR) but—based on our results—it appears to be a *TCF7L2* long non-coding RNA transcript (lncRNA-TCF7L2) in the human brain. That conclusion is supported by the western blot assays shown subsequently, which failed to detect the putative protein band (~18 kD) that would be encoded by “T-3” and by the fact that PCR performed with primers targeting “T-3” failed to amplify a product when cDNA synthesized from human brain poly(A) + RNA was used as template (Fig. 3c). This result also explains why, when RNA-seq is performed with poly(A)+ selected cDNA libraries which capture mainly protein-coding RNA, including the libraries used by GTEx [30] and the scRNA-seq data that we analyzed [48, 49], “T-3” could not be detected.

**Fig. 3:**
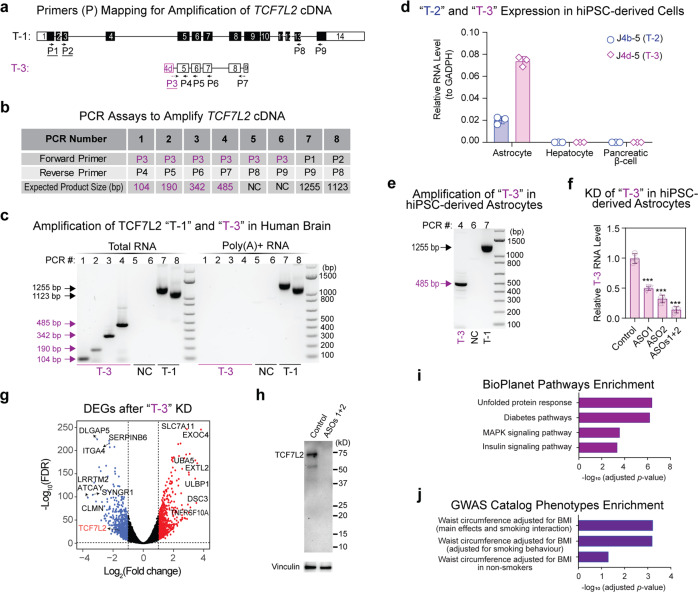
Characterization of TCF7L2 Transcript “T-3”. **a** *TCF7L2* transcripts “T-1” and “T-3” and mapping sites of primers (P) that were used to amplify *TCF7L2* cDNA. Primer mapping sites are labeled by arrows below the exons depicted as boxes in which exon numbers are labeled. Primers (P) are numbered from 5′ to 3′ of the gene. Forward primers are underlined. Primer sequences are listed in Supplementary Table S5. **b** The table lists eight polymerase chain reactions (PCR) used to amplify portions of the *TCF7L2* cDNA. The combination of primers for each PCR reaction and the estimated base pair (bp) length of the PCR product are listed. NC = negative control reaction, which was not expected to yield a PCR product. **c** RT-PCR products using human brain total RNA or poly(A) + RNA as templates are shown after separation on a 1.2% agarose gel. PCR numbers (#) match the PCR assays listed in **b**. PCR assays that were designed to amplify “T-3” (from #1 to #4) yielded products of the expected sizes when total RNA was used as the PCR template but failed to amplify target sequences when poly(A) + RNA was the template. NC reactions (#5 and #6) and positive control reactions (#7 and #8) that amplify *TCF7L2* mRNA transcript “T-1” produced the expected results. **d** Relative RNA levels of TCF7L2 “T-2” and “T-3” compared with GAPDH in hiPSC-derived astrocytes, hepatocytes, and pancreatic β-cells. Data are mean ± s.d. **e** RT-PCR products amplified TCF7L2 cDNA in hiPSC-derived astrocytes. **f** qRT-PCR determined “T-3” levels in hiPSC-derived astrocytes after transfection with antisense oligonucleotides (ASOs) targeting exon-4d. The *Y* axis represents “T-3” expression relative to control (non-targeting ASO). The combination of ASO 1 and 2 (ASOs 1+2) resulted in the best knockdown (KD) efficiency. **g** Volcano plot for RNA-seq identified differentially expressed genes (DEGs) in hiPSC-derived astrocytes. TCF7L2 mRNA expression was downregulated after “T-3” KD. **h** Western blot assays for TCF7L2 after knockdown of lncRNA-TCF7L2 “T-3” in hiPSC-derived astrocytes. **i** Top pathways enriched by DEGs of “T-3” KD (FC > 2.0; FDR < 0.05) in BioPlanet data set and **j** GWAS Catalog phenotypes.

In an effort to study the possible function of “T-3”, we first quantified “T-3” expression in hiPSC-derived astrocytes, hepatocytes, and pancreatic β cells (cell characterization shown in Supplementary Fig. S3), which showed that “T-3” was highly expressed in hiPSC-derived astrocytes but not in two peripheral cell models (Fig. 3d). The presence of “T-3” in hiPSC-derived astrocytes was further confirmed by cDNA amplification using total RNA as a template (Fig. 3e). “T-3” was then KD in hiPSC-derived astrocytes by using antisense oligonucleotides (ASO) targeting exon-4d. The “T-3” KD efficiency was >80% in astrocytes transfected with pooled ASOs (Fig. 3f). That RNA sample, together with a non-targeting ASO control, was then used to perform RNA-seq. 

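The hiPSC-derived astrocytes, which are astrocytes differentiated from human induced pluripotent stem cells, were harvested 24 h after transfection with ASOs in the form of locked nucleic acid gapmers, oligonucleotides that direct cleavage of the RNA that they bind. RNA-seq libraries were prepared from poly(A) RNA of 2 samples with the non-targeting control ASO and 2 samples with ASOs 1+2 (“T-3” KD). The authors aligned the paired-end reads to hg38 with STAR and counted fragments per gene with featureCounts on the genes of Ensembl release 92, with a minimum mapping quality of 1. The deposited values are fragment counts per gene without normalization. Their totals were 32860279 and 36044462 in the control ASO libraries, with a median of 34452371, and 30096793 and 35267344 in the “T-3” KD libraries, with a median of 32682069. The values here use these counted fragments.

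The counting took no account of strand and divided a fragment with several alignments or several overlapping genes among them. As a result, 44.2 to 46.2% of the values above 0 were not whole numbers, and they were rounded, which changed no library total by more than 0.0113%. Genes that overlap, antisense genes and genes with near-identical copies therefore share fragments, and their values are uncertain. Libraries with the same ASO differed by more than the sampling noise, with a chi-square per degree of freedom of 4.02 for control ASO and 5.23 for “T-3” KD. The supplement describes each sample as sequenced in duplicate, while the legend of Fig. 4c names independent replicates, and the paper's text does not name whether the 2 libraries of a group came from separate transfections. Where they did not, the SD, SE and FDR given for these experiments cover technical spread only. Of the 58395 genes listed, 21267 passed the expression filter of edgeR, with a minimum count of 10, and were tested with edgeR's quasi-likelihood test after TMM normalization. An exact 2-sided permutation test of 2 libraries against 2 cannot give a p below 0.333, so significance here rests on the spread that edgeR estimates across all genes tested.

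Exon-4d, the exon targeted by the ASOs, lies on chromosome 10 of GRCh38 from 113126690 to 113126881 on the plus strand. It is the first exon of an annotated transcript of 12 exons, is 192 bp long and has a GC content of 76.6%. Its reference sequence is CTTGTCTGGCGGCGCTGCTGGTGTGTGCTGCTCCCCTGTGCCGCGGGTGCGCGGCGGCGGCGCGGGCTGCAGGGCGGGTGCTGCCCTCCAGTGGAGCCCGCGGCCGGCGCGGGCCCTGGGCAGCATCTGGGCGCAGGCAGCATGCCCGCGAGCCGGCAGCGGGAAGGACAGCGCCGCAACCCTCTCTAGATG. In TCF7L2-210, the coding transcript that the paper uses to number the exons, the same bases are part of an intron of 101057 bp that runs from 113040127 to 113141183, and exon 5 begins after a further 14302 bp. In GENCODE release 44, all 14 coding transcripts of TCF7L2 that start before and end after exon-4d have it inside an intron. Of the exon bases of the transcript with exon-4d, 81.4% are also exon bases of TCF7L2-210, and the deposited counts are per gene, so any fragments of “T-3” would be counted together with those of TCF7L2 mRNA. The libraries were selected for poly(A), however, and the paper reports that “T-3” was not detected in poly(A)+ RNA. The exon number and the share of exon bases are those of the GENCODE transcript, which is annotated as protein-coding and has more exons than the paper draws for “T-3”. The sequences of the ASOs were not used here.

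**Figure D1:**
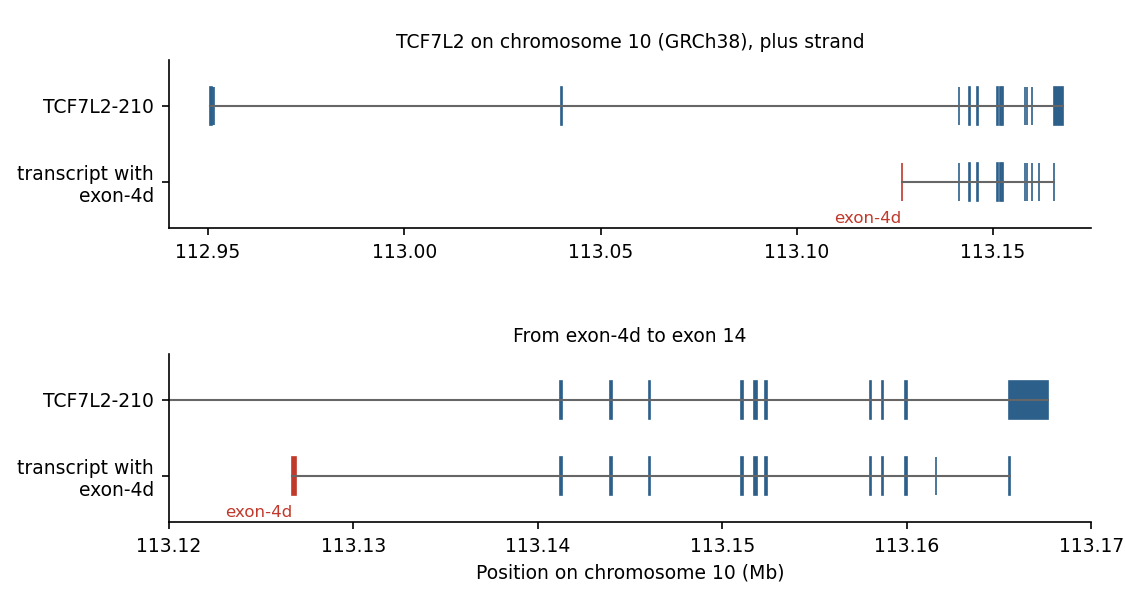
Map of the TCF7L2 gene on chromosome 10 of GRCh38, with position in Mb on the horizontal axis, exons of transcript TCF7L2-210 and of the transcript with exon-4d as boxes and introns as lines; the lower panel enlarges the region from exon-4d to exon 14. Exon-4d, in red, is the first exon of its transcript and falls between exon 4 and exon 5 of TCF7L2-210.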

“T-3” KD in astrocytes resulted in a total of 1363 DEGs with fold change (FC) ≥ 2 (FDR < 0.05), which included *TCF7L2* poly(A)+/mRNA (see Fig. 3g and Supplementary Table S6). 

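Between the control ASO and “T-3” KD libraries, 12547 of the 21267 genes tested had an FDR < 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With FC ≥ 2 as well, 3650 genes were DEGs, of which 1795 were upregulated and 1855 downregulated. The number of DEGs fell most when the FC limit of 2 was itself tested with edgeR's glmTreat, to 1294, with 700 upregulated and 594 downregulated. When each library was left out in turn, 3649 to 3650 of the 3650 DEGs kept their direction and 3156 to 3414 kept an FC ≥ 2. Supplementary Table S6 of the paper lists 1363 genes, 632 upregulated and 731 downregulated. All 1363 were tested here and changed in the direction of that table, their log2 FC differed from the table's by at most 0.024, and 1357 were DEGs here.

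*TCF7L2* (ENSG00000148737) lies on chromosome 10 of GRCh38 from 112950250 to 113167678 on the plus strand. Its counts were 1086 and 1194 in the control ASO libraries and 301 and 442 in the “T-3” KD libraries. Its level was 4.93 ± 0.010 RPKM (SD, n = 2) with control ASO and 1.67 ± 0.28 RPKM (SD, n = 2) after “T-3” KD, 66.0% lower, and RPKM was computed here from the deposited counts and exon lengths. The log2 FC of *TCF7L2* was −1.56 (SE 0.11, FDR = 1.9e-10, edgeR's quasi-likelihood test) and stayed between −1.74 and −1.40 when each library was left out in turn.

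All 15 genes labeled in Fig. 3g were DEGs, 7 upregulated and 8 downregulated. The largest increase among them was that of *EXOC4*, on chromosome 7 from 133253073 to 134066589, with counts of 132 and 138 with control ASO and 1647 and 1974 after “T-3” KD and a log2 FC of 3.81 (SE 0.11, FDR = 9.74e-16, edgeR's quasi-likelihood test). The largest decrease was that of *ATCAY*, on chromosome 19 from 3879864 to 3928079, with counts of 494 and 517 against 34 and 42 and a log2 FC of −3.66 (SE 0.16, FDR = 2.32e-13, same test). The lowest FDR of all genes tested was that of *SLC7A11*, which rose from 7.66 ± 0.41 to 56.3 ± 3.3 RPKM (SD, n = 2 each), a log2 FC of 2.88 (SE 0.065, FDR = 3.75e-17, same test); its antisense gene *SLC7A11-AS1*, named here after its values were seen, whose fragments cannot be separated from it without strand, had a log2 FC of 3.02. Among the other labeled genes that rose, *EXTL2*, *DSC3*, *ULBP1* and *TNFRSF10A* had log2 FC of 3.57, 3.49, 3.42 and 3.12. Apart from *TCF7L2*, the others that fell, *SYNGR1*, *LRRTM2*, *CLMN*, *DLGAP5*, *SERPINB6* and *ITGA4*, had log2 FC of −3.36, −3.25, −3.13, −3.05, −2.26 and −2.26. Beyond the labels of Fig. 3g, the 5 upregulated DEGs with the lowest p included *CXCL8*, *ANKRD10* and *ANKRD11*, with log2 FC of 2.30, 2.46 and 2.36, and the 5 downregulated DEGs with the lowest p included *PABPC1* and *SEPTIN7*, with log2 FC of −1.92 and −2.22. Both *PABPC1* and *SEPTIN7* have annotated pseudogenes that can share their fragments.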

Western blot analysis further confirmed the decrease in TCF7L2 protein after “T-3” KD in hiPSC-derived astrocytes (Fig. 3h), an observation that was reproduced in two additional cell lines that express “T-3” (Supplementary Fig. S4). 

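The unfolded protein response is the set of genes that cells turn on when misfolded proteins accumulate in the endoplasmic reticulum. The BioPlanet database was not used here. In its place, genes of this response were tested as a list for its PERK-ATF4 arm and a list for its ATF6-XBP1 arm, with 20 genes in each, among 10 lists in all. After “T-3” KD, the genes of the PERK-ATF4 arm had a median log2 FC of 0.64, which stayed between 0.61 and 0.67 when each library was left out in turn. Of the 20 genes, 15 rose and 4 fell with FDR < 0.05 over all genes tested, and 19 passed when adjusted over the list alone. The 20 genes of the ATF6-XBP1 arm had a median log2 FC of 0.48, with 16 higher and 2 lower at FDR < 0.05, and 18 passed when adjusted over the list alone. Against all other genes tested, both arms were shifted upward by limma's camera test, with an adjusted p = 0.00158 for the PERK-ATF4 arm and an adjusted p = 0.000655 for the ATF6-XBP1 arm (Benjamini-Hochberg over the 10 lists). When limma's camera estimated the correlation between genes in place of its preset value of 0.01, the adjusted p was 0.309 and 0.278, and with limma's fry test it was 0.00258 and 0.00142. The fry test asks whether the genes of a list change and does not compare them with other genes. Of the lists with an adjusted camera p under 0.05, in this experiment as in the TCF7L2 siRNA experiment, all passed fry. None passed with the estimated correlation. Further lists passed under fry alone.

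DEGs made up 6 of the 20 genes of the PERK-ATF4 arm, 30.0% against 17.2% of all genes tested (Fisher's exact test, 2-sided, p = 0.137), and 4 of the 20 genes of the ATF6-XBP1 arm, 20.0% (p = 0.765, same exact test). *DDIT3*, the gene for the transcription factor CHOP, had counts of 313 and 338 with control ASO and 2082 and 2333 after “T-3” KD, a log2 FC of 2.83 (SE 0.089, FDR = 2.36e-15, edgeR's quasi-likelihood test). *TRIB3* and *PPP1R15A* rose with log2 FC of 1.78 and 1.31, and *DDIT4* fell with −1.36. In the ATF6-XBP1 arm, *HSPA5*, the gene for the chaperone BiP, rose from 193.8 ± 6.3 to 420.2 ± 20.2 RPKM (SD, n = 2 each), a log2 FC of 1.12 (SE 0.053, FDR = 6.16e-13, same test), and *SEL1L*, *DNAJB11* and *HERPUD1* rose with log2 FC of 1.54, 1.17 and 1.10.

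**Figure D2:**
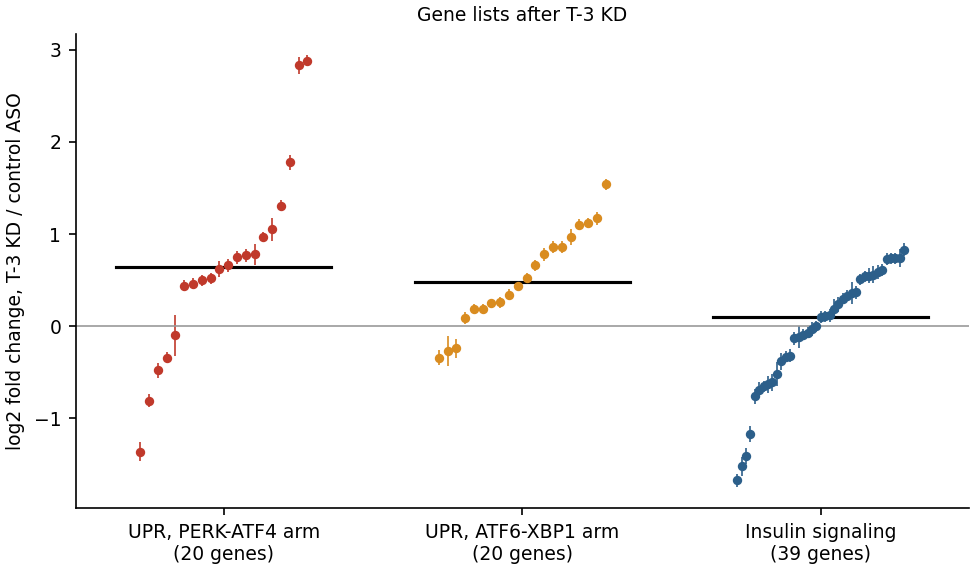
Log2 FC of “T-3” KD over control ASO on the vertical axis for each gene of the PERK-ATF4 arm (20 genes), the ATF6-XBP1 arm (20 genes) and a list of insulin signaling genes (39 genes), ordered within each list. Points are edgeR estimates from 2 libraries per group, bars are ± 1 SE and black lines are list medians, which are 0.64, 0.48 and 0.10.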

When the DEGs after T-3 KD were used to perform pathway enrichment analysis using Enrichr [52], the “top” enriched pathway in the BioPlanet database [61] was “unfolded protein response” (Fig. 3i), an endoplasmic reticulum stress response pathway which is well-known to play a role in diabetes, metabolic syndrome and neurodegenerative disorders [62]. 

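Of 40 genes from the insulin receptor to its downstream kinases and regulators, 39 were tested after “T-3” KD, and they moved in both directions. At FDR < 0.05 over all genes tested, 16 rose and 13 fell, and the same number, 29, passed when adjusted over the list alone. The median log2 FC was 0.10, and it was 0.06 without control ASO replicate 2 and 0.07 without “T-3” KD replicate 1. The list as a whole was not shifted against the other genes (limma's camera test, adjusted p = 0.626). Its 4 DEGs, 10.3% of the list (Fisher's exact test, 2-sided, p = 0.392), were all downregulated. The background of this exact test also holds many DEGs of low expression. *PIK3R3*, a regulatory subunit of phosphoinositide 3-kinase, had counts of 4585 and 5258 with control ASO and 1334 and 1614 after “T-3” KD, a log2 FC of −1.67 (SE 0.067, FDR = 4.84e-14, edgeR's quasi-likelihood test). *AKT2*, *PIK3R2* and *TSC2* had log2 FC of −1.52, −1.41 and −1.17.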

Diabetes and insulin signaling pathways were also identified by the pathway enrichment analysis (Fig. 3i). Those DEGs also identified “waist circumference adjusted for BMI” as the “top” associated phenotype in the GWAS Catalog [63] (Fig. 3j), a phenotype that is a clinical measure related to obesity and related disease risk [64]. In summary, we experimentally validated the existence of the TCF7L2 long non-coding transcript “T-3” in the human brain and, particularly, in hiPSC-derived astrocytes. The RNA-seq analysis after “T-3” KD indicated that this lncRNA might contribute to the regulation of the expression of genes related to metabolic phenotypes, a link to the BD-BMI phenotype identified during our original GWAS in which rs12772424 was the “top hit” SNP.

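Among genes of cholesterol synthesis, a further metabolic list, 20 genes were tested and 11 fell and 4 rose at FDR < 0.05, with 16 when adjusted over the list alone. Their median log2 FC was −0.28, and −0.17 without “T-3” KD replicate 2. The list did not stand apart from the other genes after adjustment over the 10 lists (limma's camera test, adjusted p = 0.136). With limma's fry test, which does not compare a list with other genes, the adjusted p was 0.0108. Its 3 DEGs, all downregulated, included *MVD* and *SREBF2*, with log2 FC of −1.33 and −1.08. *SREBF2*, the transcription factor gene of the pathway, fell from 17.9 ± 1.1 to 8.50 ± 0.49 RPKM (SD, n = 2 each; FDR = 4.95e-11, edgeR's quasi-likelihood test). From the DEGs after “T-3” KD, the pathways and the GWAS Catalog phenotype enriched among them, the paper proposes that “T-3” takes part in regulating genes related to metabolic phenotypes.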

### Integration of TCF7L2 RNA-seq and ChIP-seq identified genes that play a role in CNS development

TCF7L2 mRNA was more highly expressed in astrocytes than in other CNS cell types (Fig. 1). However, the function of TCF7L2 as a TF in astrocytes remained unclear. Since TCF7L2 mRNA and protein levels were significantly decreased after “T-3” KD (Fig. 3g, h), we next performed TCF7L2 RNA-seq and ChIP-seq to identify TCF7L2 target genes in hiPSC-derived astrocytes. 

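For the TCF7L2 KD, RNA-seq libraries were made from hiPSC-derived astrocytes 24 h after transfection with a pool of non-targeting siRNAs (siControl, 2 libraries) or with a pool of siRNAs against TCF7L2 (siTCF7L2, 2 libraries); an siRNA is a short double-stranded RNA that directs cleavage of mRNAs complementary to it. According to the paper's supplement, the TCF7L2 siRNAs bind in exons 5 and 14, which lie on chromosome 10 of GRCh38 from 113141184 to 113141316 and from 113165555 to 113167678. The authors deposited counts made in the same way as for “T-3” KD, in a separate table with its own control libraries. Totals were 44724387 and 39669251 counts in the siControl libraries and 45398677 and 36911509 counts in the siTCF7L2 libraries, with medians of 42196819 and 41155093. Between 42.4 and 44.0% of the values above 0 were not whole numbers before rounding. Libraries with the same siRNA pool differed by more than the sampling noise, with a chi-square per degree of freedom of 3.56 for siControl and 6.90 for siTCF7L2. After the expression filter, 22471 genes were tested. Fragments of transcripts with and without exons 5 and 14 are counted together under TCF7L2, and the siRNA sequences and the ChIP-seq data were not used here.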

TCF7L2 mRNA was efficiently (>80%) KD by siRNA (Fig. 4a), which mainly targets cytoplasmic mRNA [65]. KD of TCF7L2 protein was confirmed by western blot assay (Fig. 4b). DEGs were identified by the comparison of RNA-seq data obtained from astrocytes transfected with non-targeting control and those transfected with TCF7L2 siRNAs (Fig. 4c). 

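The counts of *TCF7L2* were 4503 and 4137 in the siControl libraries and 1418 and 1093 in the siTCF7L2 libraries. The log2 FC was −1.73 (SE 0.062, FDR = 7.12e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a level 70.0% lower. The log2 FC stayed between −1.77 and −1.69 when each library was left out in turn. This fall was smaller than the one that the paper gives for Fig. 4a. The paper checked the KD of TCF7L2 mRNA by qRT-PCR, which is not the same measure as counts per gene. Over the 22471 genes tested, 6837 had an FDR < 0.05, 3454 of them higher and 3383 lower after siTCF7L2. With FC ≥ 2 as well, 672 genes were DEGs, 394 upregulated and 278 downregulated. Testing the FC limit itself moved this number most, to 80, and DESeq2 gave 394 DEGs, 231 upregulated and 163 downregulated. All 672 DEGs kept their direction when each library was left out in turn, and 583 to 602 of them kept an FC ≥ 2.

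The upregulated DEG with the lowest p was *LAMC1*, on chromosome 1 from 183023460 to 183145592, which rose from 41.5 ± 0.63 to 174.6 ± 3.2 RPKM (SD, n = 2 each), a log2 FC of 2.07 (SE 0.049, FDR = 5.07e-09, edgeR's quasi-likelihood test). In order of p, *SYPL1*, *WDFY1*, *AFAP1L2* and *ZNF106* followed with log2 FC of 1.72, 1.72, 2.02 and 1.40. The 3′ untranslated regions (UTRs) of these 5 genes each hold at least 1 of the 7-base sequences AGCCTTA, AATACAA and TGCTCAA, which 4363 of the 12019 genes with a scored 3′ UTR contain and whose carriers had a median log2 FC of 0.07 against −0.05 for the 7656 others. The downregulated DEG with the lowest p was *PI15*, on chromosome 8 from 74824537 to 74855029, with counts of 7115 and 6422 against 1734 and 1289 and a log2 FC of −2.12 (SE 0.063, FDR = 2.57e-08, same test); its 3′ UTR holds AATACAA and TGCTCAA. Besides *PI15* and *TCF7L2* itself, the 5 downregulated DEGs with the lowest p were *BANF1*, *ACTA2* and *CA13*, with log2 FC of −1.94, −1.39 and −1.26. *BANF1* has annotated processed pseudogenes that can share its fragments, and its 3′ UTR holds the sequence CCGACGT, which also occurs in exon 5 of *TCF7L2*. *ACTA2* overlaps the antisense gene *ACTA2-AS1*, named here after its values were seen, which moved by a like amount, with a log2 FC of −1.36.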

We also performed TCF7L2 ChIP-seq to identify the DNA-binding sites for this TF across the genome of hiPSC-derived astrocytes (Fig. 4d). A total of 1858 TCF7L2 ChIP peaks were identified, approximately one-third of which mapped to promoters and transcription start and termination sites (TSS and TTS) (Fig. 4e). As expected, DNA motif analysis identified the prototypic TCF7L2-binding motif as the “top hit”, supporting the specificity of the ChIP-seq results (Fig. 4f). The ChIP-seq peaks were then integrated with RNA-seq-identified DEGs [53] to identify genes directly targeted by TCF7L2 (Fig. 4g). A total of 186 “top” DEGs after TCF7L2 KD that bound TCF7L2 were identified based on the ChIP-seq data (Fig. 4g, Supplementary Table S7). Those 186 genes included *TCF7L2* itself, which was previously known to be bound by TCF7L2 protein [66], the *AXIN2* gene that is a prototypic Wnt target gene [67], and other genes that are known to be involved in Wnt signaling (Fig. 4h). 

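Table S7 of the paper lists 186 genes, 107 upregulated and 79 downregulated. In the siRNA libraries, all 186 had an FDR < 0.05 in the direction of that table (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), and their log2 FC differed from the table's by at most 0.005. Because the study chose these genes on the same libraries, their FDR is not independent evidence. The upregulated genes of the table had a median log2 FC of 0.75 and the downregulated genes a median of −0.68. The smallest change of the 186 had a log2 FC of 0.41 in size, the largest increase was that of *LAMC1* and the largest decrease that of *TCF7L2*. With FC ≥ 2 as in the paper's definition of DEGs, 40 of the 186 remained. With only genes of a mean of at least 5 CPM tested, a limit chosen after the values were seen, 183 of the 186 passed FDR < 0.05, the lowest number of the alternatives tried.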

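The *AXIN2* gene (ENSG00000168646) lies on chromosome 17 of GRCh38 from 65528563 to 65561647 on the minus strand and encodes a negative regulator of Wnt signaling. Its counts were 273 and 233 with siControl and 592 and 409 with siTCF7L2. It rose from 1.14 ± 0.032 to 2.32 ± 0.28 RPKM (SD, n = 2 each), a log2 FC of 1.03 (SE 0.11, FDR = 5.05e-05, edgeR's quasi-likelihood test), and the log2 FC was 0.91 without siTCF7L2 replicate 1 and 1.15 without siTCF7L2 replicate 2, so that its FC ≥ 2 depended on the library kept. Of the 7 genes labeled in Fig. 4h, 5 rose and *TCF7L2* and *CTNNBIP1* fell, each with FDR < 0.05. *CTNNBIP1*, whose product binds β-catenin, fell from 24.8 ± 0.59 to 15.3 ± 0.20 RPKM (SD, n = 2 each), a log2 FC of −0.70 (SE 0.057, FDR = 7.49e-06, same test). *LRP4*, *ZNRF3*, *GLI3* and *YAP1* had log2 FC of 0.90, 0.75, 0.56 and 0.54.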

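Genes that Wnt/β-catenin signaling commonly induces as feedback were also examined as a list of 16, of which 14 were tested. At FDR < 0.05 over all genes tested, 9 rose and 2 fell after siTCF7L2, and 12 passed when adjusted over the list alone. The list includes 5 genes of Table S7, *AXIN2*, *ZNRF3*, *TCF7*, *NKD1* and *DKK1*, which the study had picked from these libraries. Its median log2 FC was 0.26, between 0.25 and 0.32 with each library left out in turn, and the list stood above the other genes by limma's camera test (adjusted p = 0.00918 over the 10 lists). The estimated correlation between genes gave an adjusted p = 0.481 and limma's fry gave an adjusted p = 0.0466. *TCF7*, which encodes a transcription factor of the same family, had counts of 100 and 104 with siControl and 252 and 197 with siTCF7L2, a log2 FC of 1.19 (SE 0.14, FDR = 8.01e-05, edgeR's quasi-likelihood test).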

When the 186 TCF7L2 target genes in hiPSC-derived astrocytes were subjected to pathway enrichment analysis, as expected, the Wnt signaling pathway was identified as one of the “top” biological pathways (Fig. 4i). In addition, developmental pathways, including nervous system development and neurogenesis pathways, were enriched by the 186 TCF7L2 target genes (Fig. 4i), a result consistent with the known role of TCF7L2 in Wnt signaling and in cell development [28]. These results provided evidence which suggested that TCF7L2 may play a role in human CNS development, a process that has been linked to BD pathophysiology [68].

**Fig. 4:**
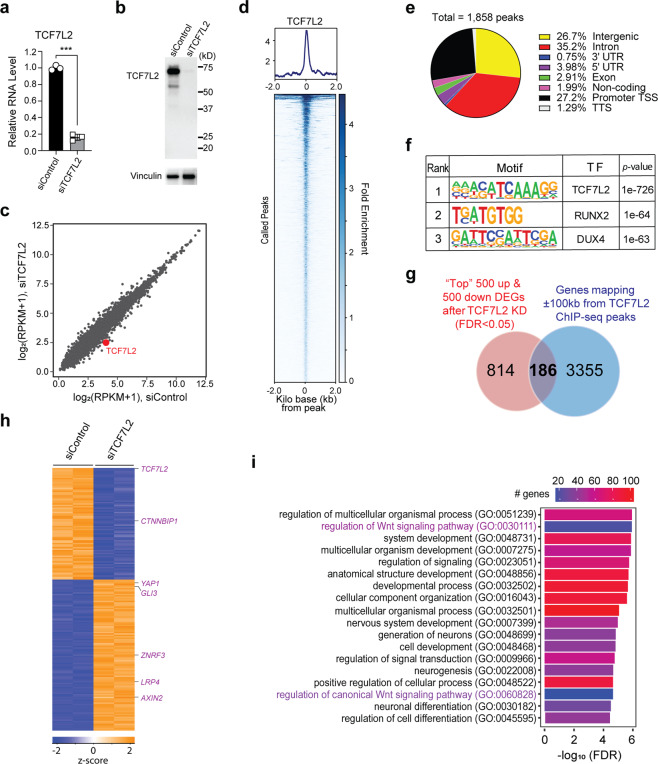
TCF7L2 protein function in hiPSC-derived astrocytes. **a** TCF7L2 RNA levels in hiPSC-derived astrocytes after transfection with non-targeting siRNA control (siControl) or “pooled” TCF7L2-targeting siRNAs (siTCF7L2). **b** Western blot assay for TCF7L2. Vinculin was blotted as an internal control. **c** Expression levels as log_2_ (reads per kilobase of transcript per million reads mapped [RPKM] +1) values for all detected genes in the RNA-seq libraries for siTCF7L2 (*Y* axis) compared with siControl (*X* axis). *n* = 2 independent replicates for both groups. **d** Heatmap of TCF7L2 ChIP-seq results, in which regions covering the called peaks ±2 kb were scaled to the same size relative to the center point of the peaks. The heatmap intensity represents fold enrichment of the TCF7L2 ChIP signal over input, with each row depicting each called peak, and with the *X* axis representing position relative to the center point of the peaks. The top panel is the average profile of the ChIP-seq peaks, with the *Y* axis representing fold enrichment of the TCF7L2 ChIP signal over input. **e** Distribution of 1858 identified TCF7L2 peaks (FDR < 0.01) across the genome. *UTR* untranslated region, *TSS* transcription start site, *TTS* transcription termination site. **f** The top three binding motifs and their binding transcription factors (TFs) were identified from HOMER de novo analysis based on *p* values. **g** Integration of RNA-seq and ChIP-seq data identified 186 genes that were both bound by TCF7L2 and were differentially expressed after TCF7L2 KD. Based on false discovery rate (FDR < 0.05), the “top” 500 up- and 500 downregulated DEGs and genes mapping ±100 kb from the TCF7L2 ChIP peaks (3541 genes) were used to identify “overlapping” TCF7L2 target genes. **h** Heatmap of expression for the 186 TCF7L2 target genes in control and TCF7L2 KD samples. Genes involved in the Wnt signaling pathways have been labeled. **i** Gene Ontology enrichment analysis for the 186 TCF7L2 target genes identified by integration of the RNA-seq and ChIP-seq data. Colors represent the number of genes enriched in each pathway. The *X* axis represents −log_10_ of the FDR. Wnt signaling pathways have been highlighted.

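RPKM values were computed here from the deposited counts, the library sizes after TMM normalization and the exon length of each gene in the deposited table. On the scale of Fig. 4c, *TCF7L2* had a mean log2(RPKM + 1) of 4.01 with siControl and 2.47 with siTCF7L2, from 15.1 ± 0.36 and 4.54 ± 0.20 RPKM (SD, n = 2 each). Values above 0 were present for 33783 and 33624 genes in the siControl libraries and for 34141 and 33575 genes in the siTCF7L2 libraries. Across genes, which are not independent replicates, log2 counts of the libraries of a group had a Pearson r of 0.995 with siControl and 0.994 with siTCF7L2.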

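Ranked by FDR in each direction, the gene at rank 500 among the upregulated genes had an FDR of 5.37e-05 and the gene at rank 500 among the downregulated genes an FDR of 0.000225 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 186 target genes of Table S7, 181 were among the 500 genes with the lowest FDR in their direction. The overlap with genes near ChIP peaks was not repeated, since the ChIP peaks were not used here.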

### TCF7L2 directly regulates BD risk genes

To further investigate possible disease pathway(s) that might be related to the 186 TCF7L2 target genes in astrocytes, disease pathway enrichment was performed. BD was the most significantly enriched disease for these genes (FDR < 0.05) based on the Jensen disease database [69] (Fig. 5a). 

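Several genes of Table S7 that had been tied to BD by earlier work are spread over 8 chromosomes of GRCh38. *NFIA* lies on chromosome 1 from 60865259 to 61462793, *ZSWIM6* on chromosome 5 from 61332273 to 61546170 and *SLC45A4* on chromosome 8 from 141207166 to 141308305. On chromosome 10, *ZMIZ1* lies from 79069035 to 79316528. *TENM4* lies on chromosome 11 from 78652831 to 79440948, *NCAN* on chromosome 19 from 19211973 to 19252233, *DOK5* on chromosome 20 from 54475597 to 54651171 and *FBLN1* on chromosome 22 from 45502238 to 45601135. All are annotated as protein-coding genes. *SLC45A4* and *TENM4* are on the minus strand and the others on the plus strand.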

Eight of the enriched BD genes were *NCAN*, *TENM4* (previously named *ODZ4*), *FBLN1*, *ZMIZ1*, *NFIA*, *ZSWIM6*, *DOK5,* and *SLC45A4*. Expression of all eight of these BD risk genes was significantly changed in astrocytes after TCF7L2 KD (Fig. 5b). 

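Each of the 8 genes had an FDR < 0.05 over all genes tested and 8 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. All 8 also passed with DESeq2, with edgeR's exact test and under each other normalization and filter tried. After siTCF7L2, 6 genes rose and 2 fell, and *SLC45A4* was the only 1 with FC ≥ 2. *SLC45A4* had counts of 846 and 692 with siControl and 361 and 232 with siTCF7L2, a fall from 2.10 ± 0.12 to 0.832 ± 0.14 RPKM (SD, n = 2 each) and a log2 FC of −1.33 (SE 0.11, FDR = 1.08e-05, edgeR's quasi-likelihood test), which was −1.51 without siTCF7L2 replicate 1 and −1.17 without siTCF7L2 replicate 2. *NCAN* had counts of 13973 and 12606 against 26294 and 21040, a rise from 45.4 ± 0.51 to 83.7 ± 1.5 RPKM (SD, n = 2 each) and a log2 FC of 0.88 (SE 0.048, FDR = 5.44e-07, same test), the lowest FDR of the 8. The log2 FC of *DOK5*, *NFIA*, *TENM4*, *ZSWIM6* and *FBLN1* were 0.83, 0.74, 0.72, 0.63 and 0.57, and *ZMIZ1* fell with −0.49 (SE 0.062, FDR = 0.000157, same test). With each library left out in turn, the smallest of these changes, that of *ZMIZ1*, stayed between −0.55 and −0.41. The 3′ UTRs of *NFIA*, *TENM4* and *ZSWIM6* hold the sequence AGCCTTA, and those of *DOK5* and *FBLN1* hold AATACAA and TGCTCAA, respectively; the 3′ UTRs of *NCAN*, *ZMIZ1* and *SLC45A4* hold none of them. Of the 6 genes that rose, 83.3% hold at least 1 of these sequences, against 48.4% in random draws of genes of like UTR length (permutation p = 0.093), and of all 8 genes 62.5% against 53.1% (permutation p = 0.83). Genes with AGCCTTA were on average higher after siTCF7L2 than other genes by 0.137 on the log2 scale, once UTR length, GC content and gene span were fitted.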

Finally, ChIP-seq demonstrated that TCF7L2 bound directly to sequences in or near all of these genes, suggesting direct regulation of their expression (Fig. 5c). Integration of RNA-seq and ChIP-seq improved the accuracy of the identification of TCF7L2 target genes, e.g., TCF7L2 ChIP peaks mapped ~100 kb away from *NCAN* and *SCL45A4* (Fig. 5c) but based on the RNA-seq data, no other genes that mapped nearer to those peaks were differentially expressed in hiPSC-derived astrocytes after TCF7L2 KD (Supplementary Table S7), suggesting possible direct regulation of *NCAN* and *SCL45A4* expression. 

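Fig. 5c draws 9 other genes around the peaks assigned to *NCAN* and *SLC45A4*, of which 7 had enough counts to be tested. None had an FDR < 0.05 over all genes tested, 0 passed when adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was *BORCS8*, on chromosome 19 from 19176903 to 19192591, with counts of 574 and 554 with siControl and 519 and 401 with siTCF7L2 and a log2 FC of −0.25 (SE 0.09, FDR = 0.0608, edgeR's quasi-likelihood test). With library totals alone in place of TMM normalization, or with no expression filter, 1 of the 7 genes passed FDR < 0.05. The log2 FC of the 7 genes ranged from −0.25 for *BORCS8* to 0.24 for *MEF2B*, with SE from 0.09 to 0.26. Single libraries moved these values. Without siTCF7L2 replicate 1, *MEF2B*, *TMEM161A* and *PTP4A3* were at −0.08, −0.46 and −0.42, and without siTCF7L2 replicate 2 at 0.48, −0.04 and 0.00. Nearest to *NCAN*, *HAPLN4* had a log2 FC of 0.05 (SE 0.14, FDR = 0.818, same test), which was −0.09 without siControl replicate 1 and 0.20 without siControl replicate 2. Next to *SLC45A4*, *DENND3* and *PTP4A3* had log2 FC of −0.14 and −0.19 (FDR = 0.397 and 0.27, same test); *DENND3* was at −0.24 without siControl replicate 1 and −0.04 without siControl replicate 2. *GPR20* and *MROH5* had no more than 2 counts in any library. With SE of this size, small changes of these genes would not be detected.

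**Figure D3:**
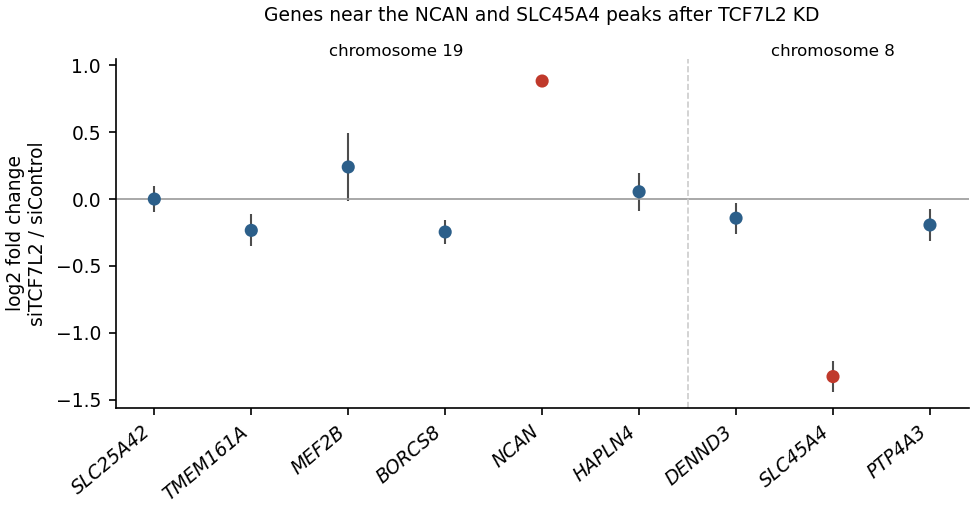
Log2 FC of siTCF7L2 over siControl on the vertical axis for *NCAN*, *SLC45A4* (both in red) and the 7 tested genes drawn beside them in Fig. 5c (in blue), ordered by position on chromosome 19 and chromosome 8. Points are edgeR estimates from 2 libraries per group and bars are ± 1 SE; with all libraries the blue points lie between −0.25 and 0.24, and between −0.46 and 0.48 when each library is left out in turn, while *NCAN* is at 0.88 and *SLC45A4* at −1.33.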

Seven of the TCF7L2-regulated BD risk genes shown in Fig. 5b, with the exception of *SCL45A4,* which encodes a sucrose transporter, are known to function in CNS cellular differentiation or neurodevelopment (Supplementary Table S8). Furthermore, seven of those eight genes (all except *TENM4*) contain genetic polymorphisms that are genome-wide significantly associated with either BMI or metabolic phenotypes (see Supplementary Table S8). These results suggested that TCF7L2 may directly regulate genes associated with BD risk and BMI or metabolic phenotypes in astrocytes, a possible molecular mechanism related to the role of *TCF7L2* in the comorbidity of BD and obesity.

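Over the 8 genes together, the median log2 FC after siTCF7L2 was 0.67, between 0.65 and 0.69 with each library left out in turn. The paper reasons from the siRNA experiment in steps. Genes that changed after TCF7L2 KD and lay near a TCF7L2 ChIP peak were taken as targets, BD was the disease enriched among them, and the 8 genes both changed and had peaks in or near them. From these results, the paper proposes that TCF7L2 may directly regulate genes associated with BD risk and with BMI or metabolic phenotypes in astrocytes.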

**Fig. 5:**
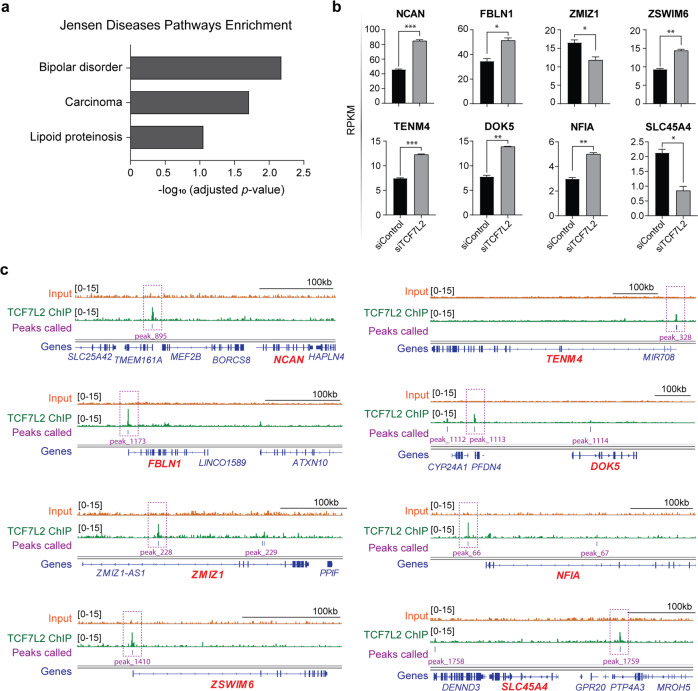
TCF7L2 directly regulates BD risk genes. **a** Disease pathway enrichment of the 186 TCF7L2 target genes that showed bipolar disorder as the only significant enrichment in the Jensen’s Lab Disease database. No other pathway was significantly (FDR < 0.01) enriched in databases on the Enrichr website. **b** Expression levels of BD risk genes enriched in the disease pathway analysis were significantly changed after TCF7L2 KD in hiPSC-derived astrocytes. **c** Integrative Genomic Views of TCF7L2 ChIP peaks mapped to the BD risk genes shown in **b**. The orange panel represents the input control. The green panel represents TCF7L2 ChIP-seq reads. The purple panel represents TCF7L2 ChIP peaks that were called based on statistical significance (FDR < 0.01). Major ChIP peaks have been highlighted in dotted boxes. Genes mapping to the TCF7L2 ChIP peaks are shown in the blue panels at the bottom of each panel. The names of BD risk genes for which expression was changed after TCF7L2 KD are highlighted in red.

## Discussion

Metabolic comorbidities are highly prevalent in BD and are associated with more severe mood symptoms and worse treatment outcomes [16–19]. Disrupted insulin signaling in the brain and the hypothalamic–pituitary–adrenal axis has been proposed as one explanation for the comorbidity of mood disorders and obesity [70]. Recent large GWA studies of BD risk [6, 7] and obesity [71] have provided additional evidence for genetic correlations between BD and metabolic syndromes. Specifically, pathway enrichment of GWAS-identified BD risk genes often identified metabolic pathways such as insulin signaling and energy metabolism [6, 7]. Moreover, pathway analyses of BMI-related genes have strongly supported a role for the CNS in obesity susceptibility [71]. Obesity management by pharmacologic treatment in patients with psychiatric disorders is presently being tested as a novel therapeutic intervention [72]. In an effort to understand the possible contribution of genetics to the comorbidity of BD and obesity, we previously performed a GWAS for BD risk incorporating interaction with BMI, a study in which we identified a genome-wide significant SNP (rs12772424) associated with BMI-related BD that mapped to the *TCF7L2* gene [20]. In the present study, we functionally characterized *TCF7L2* in astrocytes, CNS cells that highly express *TCF7L2* (Fig. 1), in an attempt to understand its possible role in the comorbidity of BD and obesity. Our results suggest that the *TCF7L2* gene might play a role in both CNS development and in the regulation of metabolism in astrocytes, at least in part through the actions of different TCF7L2 variant transcripts.

TCF7L2 has been studied extensively as a TF in peripheral tissues with a role in glucose metabolism and T2D risk. The TCF7L2 protein has also been well characterized and includes a β-catenin-binding domain, suggesting a role in the canonical Wnt pathway (or Wnt/β-catenin pathway) [73]. Our studies have confirmed its role in Wnt signaling in hiPSC-derived astrocytes (Fig. 4), a function that might be related to BD risk (see Fig. 5). However, *TCF7L2* transcription is complicated, e.g., with a total of 30 transcript variants listed in the *Ensembl* database. More than half of those transcript variants do not include exons 1–4 (Fig. 2a), which encode the β-catenin-binding domain [73], supporting Wnt-independent *TCF7L2* functions that have been observed in the mouse brain [38]. The *TCF7L2* rs12772424 SNP that we reported led us to a series of lncRNA-TCF7L2 transcripts that do not include exons 1–4, and specifically to “T-3”, which is highly expressed in the human brain and with an expression that is regulated by glucocorticoid signaling (Fig. 2). LncRNAs are known to affect the expression of a large number of genes by both *cis*- and *trans*-regulation [74] and to play key roles in various brain disorders [75]. Our functional characterization of “T-3” in hiPSC-derived astrocytes revealed a role in the regulation of the expression of genes involved in diabetes and insulin signaling pathways (Fig. 3), results which suggest that in the CNS *TCF7L2*, in addition to its role in the liver [32–34], pancreas [35, 36], and gut [37], might also contribute to metabolic regulation.

Abnormal cortisol levels in BD patients have been observed during DEX/CRH testing [76] and the GR is expressed in astrocytes [77]. Astrocytes have recently been recognized as key players in neuropsychiatric disorders, including BD [78, 79], and they have been proposed as cellular targets for BD pharmacotherapy [80]. Recent studies have demonstrated that dysfunction of insulin signaling in hypothalamic astrocytes can influence systemic glucose levels in mice [56, 57]. Of course, these results with experimental animals will also have to be pursued in human subjects. Our identification of the “T-3” glucocorticoid-responsive lncRNA*-*TCF7L2 (Fig. 2), a non-coding transcript that regulates the expression of both TCF7L2 mRNA and of genes involved in insulin signaling pathways in hiPSC-derived astrocytes (Fig. 3) may help to explain, in part, the correlation of glucocorticoid signaling, insulin signaling, and BMI in BD.

Finally, we should point out the limitations of our studies, beginning with our use of cell line models. We used hiPSC-derived astrocytes to study *TCF7L2* molecular function because *TCF7L2* is more highly expressed in astrocytes than in other CNS cell types and, to our knowledge, its function in human CNS cell model(s) has not been reported previously. However, *TCF7L2* is also expressed in neurons and oligodendrocyte progenitor cells (see Fig. 1), and it may regulate oligodendrocyte differentiation in mice [38, 39]. Whether *TCF7L2* in other CNS cell types might contribute to BD and/or BMI is unknown and should be the subject of future studies. However, our data strongly suggest that *TCF7L2* may play dual roles in the regulation of astrocytic insulin signaling and CNS development, perhaps through the effects of different RNA transcripts, a possibility that should also be pursued in the future. Obviously, molecular mechanisms based on cell line model systems are not able to provide a comprehensive view of physiological processes underlying clinical phenotypes. Therefore, genetically modified animal models and/or three-dimensional human brain organoids represent logical next steps in pursuit of the observations reported here. We should also point out that, although BMI was the best obesity-related phenotype that we had for all of our GWAS patients, we appreciate that it is not an ideal measure of obesity [21] and that other phenotypes such as waist circumference could provide complementary information on obesity-related phenotypes. In this context, it is of interest that “waist circumference adjusted for BMI” emerged as a top GWAS Catalog phenotype in our pathway enrichment analysis using DEGs after knockdown of the lncRNA-TCF7L2 transcript in astrocytes (see Fig. 3j).

In summary, by setting out to define the molecular function of *TCF7L2* in hiPSC-derived astrocytes, we have demonstrated that glucocorticoid regulation of the transcription of a *TCF7L2* encoded non-coding transcript in a SNP-dependent fashion might influence astrocytic insulin signaling pathways, an effect which could also influence systemic glucose metabolism. We also obtained evidence that astrocytic TCF7L2 might contribute to BD pathophysiology by regulating the expression of BD risk genes. These results strongly support the possibility that the function of *TCF7L2*, and specifically the function of the lncRNA-TCF7L2 T-3 variant transcript in the CNS might represent an important link between BD, BMI, and metabolism.

## Supplementary information

Supplementary Text

Supplementary Figures

Supplementary Tables

Supplementary Table S6

Supplementary Table S7

## Data Availability

The RNA-seq and ChIP-seq data sets generated during the current study are available in the Gene Expression Omnibus with accession ID: GSE179922.

# Supplementary material for: TCF7L2 lncRNA: a link between bipolar disorder and body mass index through glucocorticoid signaling
**Source:** Mol Psychiatry. 2021 Sep 17;26(12):7454–64. doi: 10.1038/s41380-021-01274-z
**Supplement:** Supplementary file 1 — Supplementary Text

**Supplementary Text**

**Materials and Methods**

***TCF7L2* Transcription in the Human Brain at the Single Cell Level**

To understand *TCF7L2* transcription in the human brain at single cell level, we first consulted single-nucleus RNA-seq (snRNA-seq) datasets generated by the Allen Institute (<https://portal.brain-map.org/atlases-and-data/rnaseq>)^1^. Their dataset included single-nucleus transcriptomes from 49,495 nuclei across multiple human cortical areas, including the middle temporal gyrus (MTG), anterior cingulate cortex, primary visual cortex, primary motor cortex, primary somatosensory cortex, and primary auditory cortex. Nuclei were dissociated and sorted using the neuronal marker NeuN. Nuclei were sampled from post-mortem and neurosurgical (MTG only) donor brains and transcriptomes were profiled with SMART-Seq v4 RNA-sequencing. We then combined and analyzed two additional single-cell RNA-seq (scRNA-seq) datasets as described previously^2^. Briefly, two scRNA-seq datasets, one that included 2498 glioblastoma adjacent cells identified as non-neoplastic from the cortex of four patients (GEO accession: GSE84465)^3^ and the other that included 466 cells from brain cortical tissue removed from eight individuals with medically refractory seizures (GEO accession: GSE67835)^4^, were downloaded from SRA, mapped to the human reference genome GRCh38/hg38 using STAR^5^, and processed by use of the pagoda2 package^6^. Raw counts were called by HTSEQ^7^. Cells with fewer than 10^5^ total counts were excluded from further analysis. Cell types were identified by the UMAP with the umapr package^8^. Finally, chromatin accessibility data for the *TCF7L2* gene in human brain cells were obtained from a single-cell assay for transposase-accessible chromatin a using sequencing (scATAC-seq) dataset that included 70,631 cells from 10 different samples across human brain regions^9^. The scATAC-seq data was visualized by using the WashU Epigenome Browser^10^.

**Identification of Glucocorticoid Response Elements (GREs)**

The *TCF7L2* rs12772424 SNP was annotated using HaploReg v4.1^11^ which identified the fact that the rs12772424 variant allele (A) created a GRE motif. A motif scanning tool, Find Individual Motif Occurrences (FIMO) (<http://meme-suite.org/tools/fimo>)^12^, was then applied to identify sequences matched to known GRE motifs across the rs12772424 SNP locus. DNA sequences of the known GRE motif, “AGAACA”, was used as input for putative GRE scanning. Based on linkage disequilibrium (LD) and haplotype information for the rs12772424 SNP in a European population, DNA sequences mapped ±8.5 Kb of the rs12772424 SNP were scanned for GRE motifs using FIMO. Chromatin-immunoprecipitation sequencing (ChIP-seq) data generated in cell lines treated with the glucocorticoid receptor agonist, dexamethasone, were obtained from the ENCODE project^13^.

**Cell Culture**

A human induced pluripotent stem cell (hiPSC)-derived astrocyte progenitor kit (cat#: ax0081; discontinued) was purchased from Axol Bioscience Ltd. (Cambridge, United Kingdom), and hiPSC-derived hepatocytes (Cellartis® Enhanced hiPS-HEPv2 from ChiPSC12, cat#: Y10133) and pancreatic β-cells (Cellartis® hiPS Beta Cells from ChiPSC12, cat#: Y10100) were purchased from Takara Bio Inc. (Mountain View, CA, USA). Cells were cultured by following the manufacturers’ protocols. Mature cells were characterized by immune staining of cell specific markers. Specifically, the hiPSC-derived astrocyte progenitors were seeded in plates coated with Matrigel™ hESC-Qualified Matrix (cat#:354277; Corning Life Sciences). Cells matured during 17 days of culture in Astrocyte Maintenance Medium, which consisted of Neurobasal™-A medium (cat#:12349015, ThermoFisher), 2% (v/v) fetal bovine serum (FBS) (cat#:A3160401, ThermoFisher), 1% (v/v) GlutaMAX (cat#:35050061, ThermoFisher), 2% (v/v) N21-Max (cat#: AR008, R&D Systems), 10 ng/mL of heregulin-β1 (cat#:100-03, Peprotech) and 8 ng/mL of fibroblast growth factor 2 (FGF2) (cat#:ax0047, Axol Bioscience). Mature astrocytes were then aliquoted and stored in liquid nitrogen until used. Cells that were used in all experiments had fewer than 5 passages. The hiPSC-derived hepatocytes were cultured for 19 days after thawing until they were used. The hiPSC-derived β-cells were cultured for 15 days. Before use, all three hiPSC-derived cell lines were characterized by immune staining of cell specific makers as described subsequently. The A549 human lung carcinoma cell line was obtained from the ATCC and cultured in F-12K medium (cat#: 30-2004, ATCC) supplemented with 10% FBS. The U-251 MG human glioblastoma cell line was obtained from Sigma (cat#: 09063001) and cultured in DMEM/F-12 medium (cat#:11320033, ThermoFisher) supplemented with 10% FBS.

**Immunofluorescent Staining**

Mature hiPSC-derived astrocytes, hepatocytes and β-cells were grown in 16-well CultureWell™ Chambered Coverglass (cat#:C37000, ThermoFisher) for all immune-fluorescence assays. Specifically, cells were washed with PBS once before fixation with 4% methanol-free formaldehyde (cat#: 28906, ThermoFisher). After fixation, cells were subjected to Trixton-X100 0.1% treatment before immunostaining. Fixed cells were then blocked with 1% BSA solution, followed by overnight incubation with primary antibodies diluted in 1% BSA at 4 °C. For astrocytes, primary antibodies against glial fibrillary acidic protein (GFAP) (cat#: 3670S, Cell Signaling) at a 1:300 dilution, and against S100 calcium binding protein beta (S100β) (cat#: ab52642, Abcam) at a 1:100 dilution, were added. For hepatocytes, primary antibodies against albumin (ALB) (cat#: GTX102419, GeneTex) at a 1:400 dilution, and against hepatocyte nuclear factor 4 alpha (HNF4α) (cat#: MAB4605, R&D Systems) at 10 µg/mL, were used. For pancreatic β-cells, primary antibodies against insulin (INS) (cat#: I2018-100UL, Sigma) at a 1:1000 dilution, and against MAF BZIP transcription factor A (MAFA) (cat#: 79737S, Cell Signaling) at a 1:1000 dilution, were used. Cells were then washed 3 times with PBS before being exposed to the secondary antibodies, goat-anti-mouse IgG conjugated with Alexa Fluor® 488 (cat#: 4408S, Cell Signaling) and goat-anti-rabbit IgG conjugated with Alexa Fluor® 594 (cat#: 8889S, Cell Signaling), for 1 hour at room temperature. After 3 PBS washes, mounting solution with DAPI was added to the cells. Photos of astrocytes and hepatocytes stained with these markers were then taken using a Zeiss LSM 780 confocal microscope.

**Dexamethasone (DEX) Treatment**

For “screening” of TCF7L2 variant transcript expression after the activation of glucocorticoid signaling, three cell lines, including hiPSC-derived astrocytes, A549 lung carcinoma cells and U-251 MG glioblastoma cells, were treated with 100 nM of DEX (cat#: D2915, Sigma) for 6 hours. Before DEX treatment, mature hiPSC-derived astrocytes were maintained in Astrocyte Maintenance Medium with N-2 Supplement (cat#:17502048, ThermoFisher) instead of N21-MAX media Supplement, which contains corticosterone, for 48 hours. A549 and U-251 MG cells were maintained in media supplimented with 5% charcoal-stripped FBS for 24 hours. After 6 hours of DEX or vehicle (Veh) treatment, cells were harvested for total RNA extraction and TCF7L2 RNA levels were measured by qRT-PCR as described subsequently. In the DEX dose-dependent assays, cells were treated with DEX at 100 nM, 10 nM and 1 nM for 6 hours.

**Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)**

Total RNA was extracted using the QIAGEN miRNeasy Mini Kit (cat#: 217004) according to the manufacturer’s instructions. Primers targeting TCF7L2 exon junctions (**Supplementary Table S4**) were used to differentiate and quantify TCF7L2 transcript variants. Power SYBR™ Green RNA-to-CT™ 1-Step Kit (cat#: 4389986, ThermoFisher) was used for qRT-PCR. For each reaction, 100 ng of total RNA, 0.2 µM of forward primers plus 0.2 µM reverse primers were mixed in a total volume of 10 µL reaction. PCR was conducted with a QuantStudio 5 platform (ThermoFisher). Gene expression analyses were performed using the ΔΔCt method. For cell lines treated with DEX, expression of a glucocorticoid-inducible gene, *FKBP5*, was determined as a treatment control, and *GAPDH* was used as the internal reference gene. Total RNA samples from pooled (from 1 to 18 adults) human brain (cat#: 636530, lot#: 1711057), liver (cat#: 636531, lot#: 1703002), pancreas (cat#: 636577, lot#: 2009171A), stomach (cat#: 636578, lot#: 1904758A), small intestine (cat#:636539, lot#: 1611206A), and colon (cat#: 636553, lot#: 1804052) tissues were obtained from Takara Bio. These total RNA samples were used for the quantification of *TCF7L2* transcript variants by qRT-PCR. The *VCP* and *C1orf43* genes were used as housekeeping genes since their RNA levels are more consistent across human tissues than are commonly used housekeeping genes, such as *GAPDH*, for which expression has been found to vary considerably across different tissues^14^.

**Reporter Gene Assay**

To determine the effects of the rs12772424 SNP on TCF7L2-lncRNA transcription, a 373 base pair (bp) DNA segment that included the rs12772424 SNP in tandem with an approximately 1.8-kb DNA segment that included TCF7L2 exons 4b-4e sequence was subcloned upstream of the *Luc2* gene (encoding firefly luciferase) in the pGL4.23 vector (cat#: E8411, Promega). DNA sequences of the primers used for subcloning the rs12772424 SNP-containing DNA fragment were 5′-caatGAGCTCTACTGAGTTGCACCGAGCAC-3′ (forward primer with the SacI restriction enzyme site underlined) and 5′-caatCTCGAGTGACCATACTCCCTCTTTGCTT-3′ (reverse primer with the XhoI restriction enzyme site underlined). DNA sequences of the primers used for subcloning the TCF7L2 exons 4b-4e DNA fragment were 5′-caatCTCGAGCGAATCGCTCGTTCTCTGTT-3′ (forward primer with the XhoI restriction enzyme site underlined) and 5′-cgacAAGCTTAACATGGCAAAGGCTGAGAG-3′ (reverse primer with the HindIII restriction enzyme site underlined). Genomic DNA from lymphoblastoid B-cell lines (LCLs) with known genotypes^15^ for the SNP of interest was used as template for PCR reactions to amplify DNA fragments containing wild-type (WT) or variant (V) SNP alleles. After confirmation of the sequence by DNA sequencing, reporter gene constructs containing WT or V SNP genotypes were transfected into cells using Lipofectamine™ 3000 Reagent (ThermoFisher). A pRL-TK vector that expresses renilla luciferase (cat#: E2241, Promega) was co-transfected as an internal control. After DEX treatment, the cells were lysed, and luciferase activity was determined using the Dual-Luciferase® Reporter Assay System kit (cat#: E1910, Promega).

**TCF7L2 cDNA Amplification**

A total RNA sample from pooled (from 5 adults) human brain (cat#: 636530, lot#: 2006022, Takara Bio.) and total RNA extracted from hiPSC-derived astrocytes were used as template to amplify TCF7L2 cDNA using RT-PCR. TCF7L2 gene-specific primers, including their mapping exons and primer combinations used for PCR are shown in **Fig. 3.** Primer sequences are listed in **Supplementary Table S5**. RT-PCR was performed using the SuperScript™ IV One-Step RT-PCR System (cat#: 12595025, ThermoFisher). For each RT-PCR, 200ng of human brain total RNA was used. A human brain Marathon®-ready cDNA library (cat#: 639300, Takara Bio) was also used as template to amplify TCF7L2 cDNA. Marathon®-Ready cDNA was made from high-quality poly(A)+ RNA using a procedure optimized to produce full-length cDNA and to eliminate 3' heterogeneity. After cDNA synthesis, blunt ends were created and the Marathon Adaptor was ligated to both ends of the double-stranded cDNA. The same sets of TCF7L2 gene-specific primers (see **Fig. 3a** and **Supplementary Table S5**), and the Advantage® 2 PCR Kit (cat#: 639207, Takara Bio) were used to amplify TCF7L2 cDNA when the poly(A)+ cDNA library was used as PCR template. PCR products were run on a 1.2% agarose gel for visualization.

**Transient Transfection for TCF7L2 Knock-down**

To knock-down (KD) the lncRNA-TCF7L2 “T-3” in hiPSC-derived astrocytes, the cells were transfected with two LNA GapmeRs antisense oligonucleotides (ASO) (ASO1 cat#: 339511 LG00226568-DDA; ASO2 cat#: 339511 LG00226571-DDA, QIAGEN) targeted to TCF7L2 exon-4d, the unique exon of “T-3”, using Lipofectamine™ RNAiMAX Reagent (ThermoFisher). Cells transfected with Negative control B Antisense LNA GapmeR ASO (cat#: 339515 LG00000001-DDA, QIAGEN) were treated as non-targeting control. To KD TCF7L2 mRNA in hiPSC-derived astrocytes, cells were transfected with siGENOME™ SMARTpool siRNAs targeting TCF7L2 exons 5 and 14 (cat#: M-003816-02-0005, Dharmacon) using Lipofectamine™ RNAiMAX Reagent (ThermoFisher). Cells were also transfected with non-targeting siRNAs (cat#: D-001206-13-05, Dharmacon) as a control. Cells were harvested for the extraction of total RNA and protein after 24 and 48 hours of transfection, respectively.

**Western Blot Assay**

Total protein lysates from cultured cells were prepared by adding Lysis Buffer (25 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40 and 5% glycerol), followed by centrifugation at 14,000×g for 10 mins. Protein concentrations were determined by using the Pierce BCA Protein Assay Kit (cat#:23227, ThermoFisher). Equal quantities of denatured protein were loaded onto 4–20% Mini-PROTEAN® TGX™ Precast Protein Gels (Bio-Rad, Hercules, CA) to separate proteins. Proteins were transferred electrophoretically from the gels to PVDF membranes (Bio-Rad, Hercules, CA) which were then blocked with 5% non-fat milk at room temperature for 1 hour. After washing with TBST, membranes were incubated with anti-TCF7L2 antibody (cat#:2569S, Cell Signaling; 1:1000 dilute) or anti-Vinculin antibody (cat#:V9264, Sigma; 1:5000 dilute), which were dissolved in 1% BSA prepared in TBST at 4°C overnight with gentle rocking. Following incubation, the membranes were washed vigorously three times in TBST buffer and were then incubated with horseradish peroxidase (HRP)-labelled secondary antibody which was dissolved in 5% non-fat milk at room temperature for 1 hour. The SuperSignal West Dura Extended Duration Substrate (cat#:34075, ThermoFisher), a luminol-based enhanced chemiluminescence HRP substrate, was applied to the membranes, and radiographic images were captured by use of the ChemiDoc™ Touch Image System (Bio-Rad, Hercules, CA). Vinculin protein was employed as a loading control.

**RNA sequencing (RNA-seq)**

Total RNA was extracted with TRIzol® Reagent (ThermoFisher) and the miRNAeasy kit (QIAGEN) per manufacturer’s instructions. RNA quality control was performed before RNA-seq, which showed that the RNA integrity number (RIN) was ≥ 9 for all samples. RNA-seq libraries were generated using the Illumina TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, CA). Paired-end sequencing 2×100bp was performed on an Illumina HiSeq 4000 with approximately 50 million fragment reads per sample. Each sample was sequenced in duplicate. RNA sequencing quality was determined with FastQC (Babraham Institute, Cambridge, UK), and the reads were aligned to hg38 using STAR^5^. Raw counts were generated with featureCounts^16^. Downstream differential expression analysis was conducted with the EdgeR package^17^ using R. Significantly differentially expressed genes (DEGs) were defined as having an FDR < 0.05, and fold change of ≥ 2.0. 

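The supplement names edgeR and the thresholds, and the paper's text does not name the edgeR test, the filter on low counts or the normalization. In the fits made here, TMM normalization factors were between 0.997 and 1.007 for the “T-3” KD experiment and between 0.990 and 1.006 for the siRNA experiment, so the scaling of libraries followed their totals closely. The common dispersion was 0.00319 for the “T-3” KD experiment and 0.00282 for the siRNA experiment. These correspond to a coefficient of variation between libraries of a group, beyond counting error, of 5.6% and 5.3%.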

DEGs were then subjected to pathway analysis using EnrichR^18^, and Gene Ontology^19^.

**Chromatin-immunoprecipitation Sequencing (ChIP-seq)**

For mature hiPSC-astrocytes, 20 million cells were fixed with 1% methanol-free formaldehyde (ThermoFisher). The reaction was stopped by adding 0.125 M glycine for 5 minutes at room temperature. Cell pellets were washed with ice-cold Tris-buffered saline (TBS), and sample preparation for ChIP-seq was performed as described by *Zhong et al.*, 2017^20^. A total volume of 16 µL TCF7L2 antibody (cat#: 2569S, Lot 4, Cell Signaling) was used to precipitate TCF7L2-DNA complexes per reaction. After library preparation, paired-end sequencing was performed with an Illumina Highseq 4000. Raw sequencing reads were processed and analyzed using the HiChIP pipeline^21^ to obtain integrative genomics viewer files and a list of peaks. Visualization of the ChIP-seq result was conducted using deepTools software^22^. Integration of TCF7L2 ChIP-seq and RNA-seq to map peaks to differentially-expressed genes after TCF7L2 KD were conducted with the binding and expression target analysis (BETA)^23^ software with parameters –d 100000 –da 500 –df 0.05.

**References:**

1. Hodge RD, Bakken TE, Miller JA, Smith KA, Barkan ER, Graybuck LT *et al.* Conserved cell types with divergent features in human versus mouse cortex. *Nature* 2019; **573**(7772)**:** 61-68.

2. Liu D, Zhuang Y, Zhang L, Gao H, Neavin D, Carrillo-Roa T *et al.* ERICH3: vesicular association and antidepressant treatment response. *Mol Psychiatry* 2020.

3. Darmanis S, Sloan SA, Croote D, Mignardi M, Chernikova S, Samghababi P *et al.* Single-Cell RNA-Seq Analysis of Infiltrating Neoplastic Cells at the Migrating Front of Human Glioblastoma. *Cell Rep* 2017; **21**(5)**:** 1399-1410.

4. Darmanis S, Sloan SA, Zhang Y, Enge M, Caneda C, Shuer LM *et al.* A survey of human brain transcriptome diversity at the single cell level. *Proc Natl Acad Sci U S A* 2015; **112**(23)**:** 7285-7290.

5. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 2013; **29**(1)**:** 15-21.

6. Kharchenko PV, Silberstein L, Scadden DT. Bayesian approach to single-cell differential expression analysis. *Nature Methods* 2014; **11**(7)**:** 740-742.

7. Anders S, Pyl PT, Huber W. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 2015; **31**(2)**:** 166-169.

8. Becht E, McInnes L, Healy J, Dutertre C-A, Kwok IWH, Ng LG *et al.* Dimensionality reduction for visualizing single-cell data using UMAP. *Nat Biotechnol* 2018; **37:** 38.

9. Corces MR, Shcherbina A, Kundu S, Gloudemans MJ, Fresard L, Granja JM *et al.* Single-cell epigenomic analyses implicate candidate causal variants at inherited risk loci for Alzheimer's and Parkinson's diseases. *Nat Genet* 2020; **52**(11)**:** 1158-1168.

10. Zhou X, Lowdon RF, Li D, Lawson HA, Madden PA, Costello JF *et al.* Exploring long-range genome interactions using the WashU Epigenome Browser. *Nat Methods* 2013; **10**(5)**:** 375-376.

11. Ward LD, Kellis M. HaploReg v4: systematic mining of putative causal variants, cell types, regulators and target genes for human complex traits and disease. *Nucleic Acids Res* 2016; **44**(D1)**:** D877-881.

12. Grant CE, Bailey TL, Noble WS. FIMO: scanning for occurrences of a given motif. *Bioinformatics* 2011; **27**(7)**:** 1017-1018.

13. Davis CA, Hitz BC, Sloan CA, Chan ET, Davidson JM, Gabdank I *et al.* The Encyclopedia of DNA elements (ENCODE): data portal update. *Nucleic Acids Res* 2018; **46**(D1)**:** D794-D801.

14. Eisenberg E, Levanon EY. Human housekeeping genes, revisited. *Trends Genet* 2013; **29**(10)**:** 569-574.

15. Niu N, Qin Y, Fridley BL, Hou J, Kalari KR, Zhu M *et al.* Radiation pharmacogenomics: a genome-wide association approach to identify radiation response biomarkers using human lymphoblastoid cell lines. *Genome Res* 2010; **20**(11)**:** 1482-1492.

16. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 2014; **30**(7)**:** 923-930.

17. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 2010; **26**(1)**:** 139-140.

18. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z *et al.* Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* 2016; **44**(W1)**:** W90-97.

19. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM *et al.* Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat Genet* 2000; **25**(1)**:** 25-29.

20. Zhong J, Ye Z, Lenz SW, Clark CR, Bharucha A, Farrugia G *et al.* Purification of nanogram-range immunoprecipitated DNA in ChIP-seq application. *BMC Genomics* 2017; **18**(1)**:** 985.

21. Yan H, Evans J, Kalmbach M, Moore R, Middha S, Luban S *et al.* HiChIP: a high-throughput pipeline for integrative analysis of ChIP-Seq data. *BMC Bioinformatics* 2014; **15:** 280.

22. Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* 2016; **44**(W1)**:** W160-165.

23. Wang S, Sun H, Ma J, Zang C, Wang C, Wang J *et al.* Target analysis by integration of transcriptome and ChIP-seq data with BETA. *Nat Protoc* 2013; **8**(12)**:** 2502-2515.

# Supplementary material for: TCF7L2 lncRNA: a link between bipolar disorder and body mass index through glucocorticoid signaling
**Source:** Mol Psychiatry. 2021 Sep 17;26(12):7454–64. doi: 10.1038/s41380-021-01274-z

**Supplementary Figures S1-S4**

**Supplementary Figure S1. *TCF7L2* Expression in Human Brian at the Single Cell Level.** Analysis of single-cell RNA-seq (scRNA-seq) data generated from surgically-removed human cerebral cortical tissues in two studies^41, 42^. (**a**) Clusters of human brain cells were assigned cell types based on the expression of cell-type-specific marker genes quantified by scRNA-seq from 2,770 cells. Each dot represents a single cell. Cell types have been color-coded. (**b**) TCF7L2-positive cells were color-coded based on TCF7L2 expression levels, and the TCF7L2-negative cells are shown as gray dots. For astrocytes, the percentage refers to cells positive for TCF7L2.

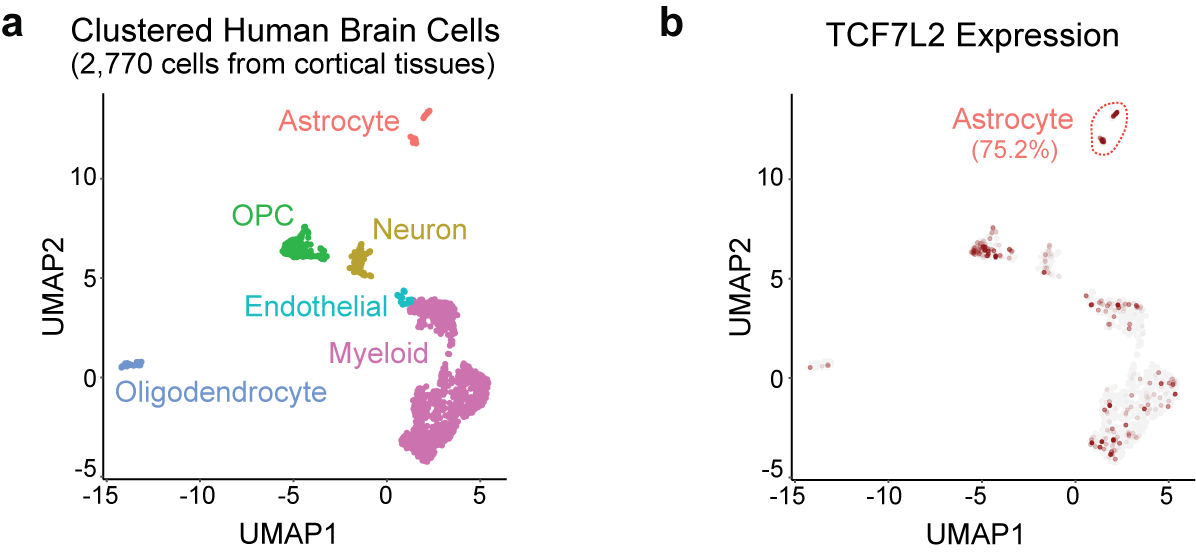

**Supplementary Figure S2. *TCF7L2* transcript variant expression can be regulated by glucocorticoids.** (**a**) *TCF7L2* transcript variant expression in A549 human lung carcinoma cells after treatment with dexamethasone (DEX), 100 nM for 6 hours. RNA levels were determined by qRT-PCR using primers targeting *TCF7L2* exon junctions (“J”) as shown on the x-axis. Exon numbers are as labelled in **Fig. 2a**. *GAPDH* expression was measured as an internal control. The RNA level of *FKBP5*, a prototypic glucocorticoid induced gene, was quantified as a control for DEX treatment. The y-axis represents log_2_ fold change (FC) of RNA levels after DEX treatment when normalized to vehicle treatment (DEX/Veh). Data are mean ± s.d. (n=3), with statistical significance determined by Dunnett’s test denoted as ****P* <0.001. RNA levels for *TCF7L2* exon junctions J4b-5 (T-2), J4d-5 (T-3) and J4e-5, were significantly decreased after DEX treatment. Other TCF7L2 exon junctions were neither significantly changed after DEX treatment nor detectable by qRT-PCR (data not shown). (**b**) DEX-dose dependent induction of FKBP5 (left) and repression of TCF7L2 “T-2” and “T-3” (middle and right) in A549 cells. (**c**) Repression of *TCF7L2* exons junctions J4b-5 (T-2) and J4d-5 (T-3), after 100 nM DEX treatment was also observed in U-251 MG glioblastoma cells. *TCF7L2* exon junction J4e-5 was not detectable, indicating that exon 4e was not expressed in this cell line, similar to the situation in hiPSC-derived astrocytes **(Fig. 2e**). (**d**) DEX-dose dependent induction of FKBP5 (left) and repression of TCF7L2 “T-2” and “T-3” (middle and right) in U-251 MG cells.

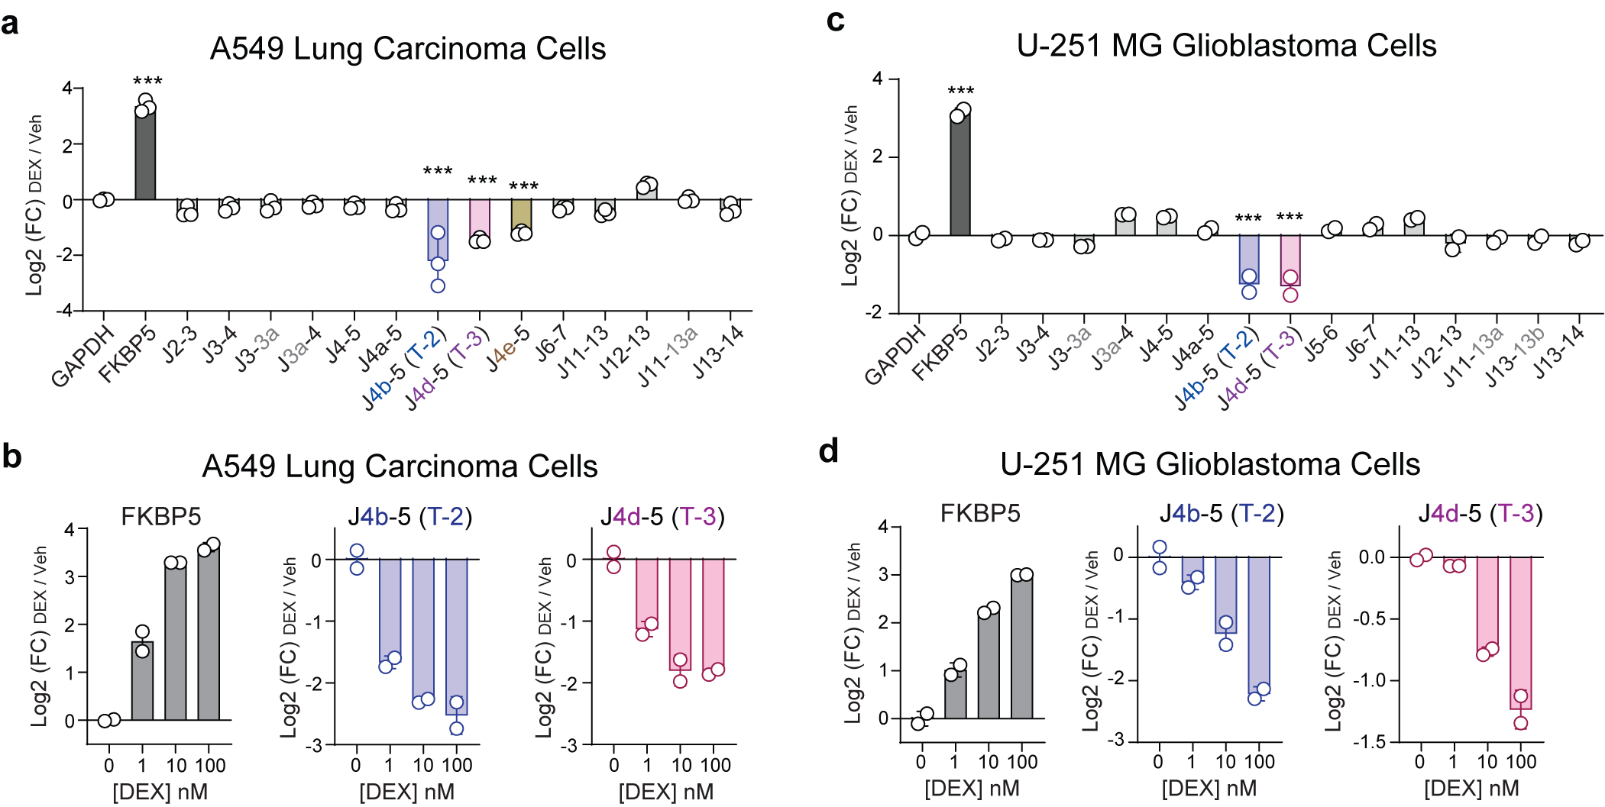

**Supplementary Figure S3. Characterizations of Human iPSC-derived Hepatocytes and Pancreatic β-Cells.** Immunofluorescent staining of (**a**) hepatocyte markers, hepatocyte nuclear factor 4 alpha (HNF4α) and albumin (ALB), in iPSC-derived hepatocytes, and of (**b**) pancreatic β-cell markers, insulin (INS) and MAF BZIP transcription factor A (MAFA), in iPSC-derived pancreatic β-cells. Scale bars represent 20 µM in all photographs.

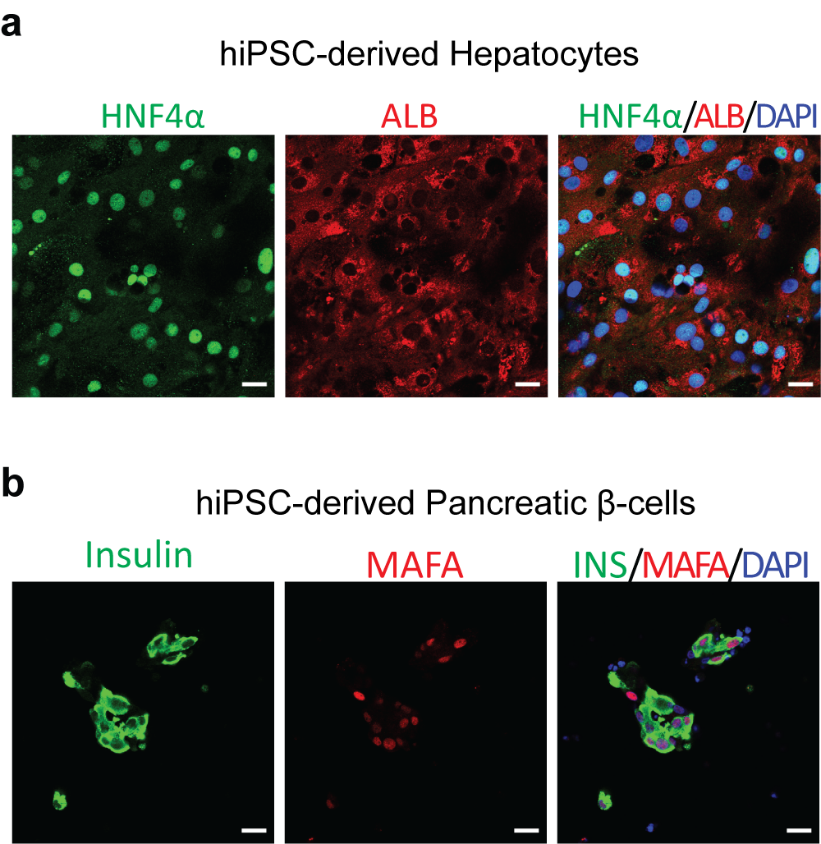

**Supplementary Figure S4. Western Blot Assays for TCF7L2.** TCF7L2 proteins were blotted in (**a**) the U251-MG glioblastoma cells and (**b**) in A549 lung carcinoma cells after knock-down of the lncRNA-TCF7L2 “T-3” using “pooled” ASOs 1 and 2. Control samples were cells transfected with non-targeting ASOs. Vinculin was blotted as an internal protein control.

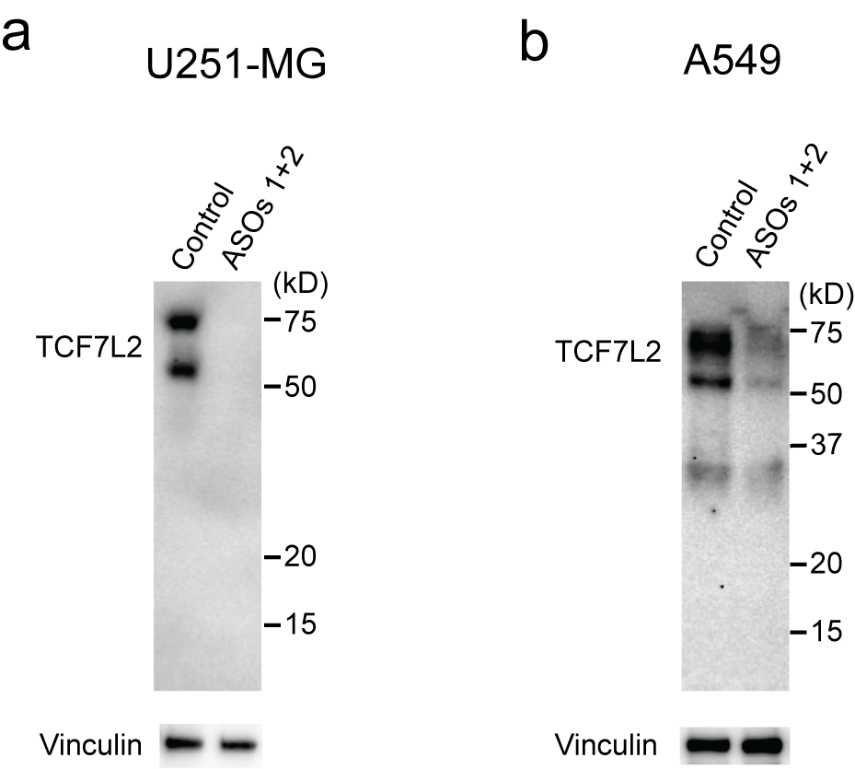

**Supplement:** Supplementary file 2 — Supplementary Figures

# Supplementary material for: TCF7L2 lncRNA: a link between bipolar disorder and body mass index through glucocorticoid signaling
**Source:** Mol Psychiatry. 2021 Sep 17;26(12):7454–64. doi: 10.1038/s41380-021-01274-z
**Supplement:** Supplementary file 3 — Supplementary Tables

**Supplementary Tables S1-S8**

**Table S1. Key Resources.**

^1-9^See *References* at the end of all Supplementary Tables.

**Table S2**. **Human *TCF7L2* Transcript Variants Annotated by Ensembl**

^a^ Alternative exon junctions were defined as exon junctions which differed from those of the TCF7L2 reference transcript (ID: ENST00000369397.8). Exon junctions (J) were named based on the exon numbers assigned in **Fig. 2a**. Unique junctions for a specific transcript variant are bold. N/A = not applicable, which means that an alternative junction was not applicable to the reference transcript based on the definition of an alternative junction.

**Table S3. Human TCF7L2 Exons Annotated by the Ensembl**

^a^ Exons were numbered based on the *TCF7L2* reference RNA transcript (ENST00000369397). Alternative exons that map to intronic regions of the reference RNA transcript were named with the intron number followed by a letter of the alphabet (see **Fig. 2a**). ^b^ Numbers are base pair (bp) positions mapped to the human reference genome (GRCh38/p13) for chromosome 10 (chr10).

**Table S4. Human TCF7L2 Exon Junctions Annotated by Ensembl and PCR Primers used to Amplify Specific Junctions**.

^a^ Numbers are base pair (bp) positions mapped to the human reference genome (GRCh38/p13) for chromosome 10 (chr10). ^b^ Exon junctions were numbered based on the exon numbers assigned in supplementary **Table S3**. ^c^ Primers used to quantify RNA levels of TCF7L2 transcript variants using qRT-PCR. N/D = not determined because the corresponding junction was not needed to quantify for the identification of TCF7L2 transcript variants when other junctions were determined.

**Table S5. Primers Used in the RT-PCR Assays to Amplify TCF7L2 cDNA.**

^a^ Primer numbers correspond with those labeled in **Fig 3a**.

**Table S6. Differentially-Expressed Genes after "T-3" KD in hiPSC-derived Astrocytes.** (see attached Excel file)

**Table S7. TCF7L2 Target Genes Identified by Integration of RNA-seq and ChIP-seq Data.** (see attached Excel file)

**Table S8. TCF7L2 Regulated Bipolar Disorder (BD) Risk Genes in Human iPSC-derived Astrocytes: Function and Genetically-Associated Phenotypes.**

^a^Data obtained from the GWAS catalog. All phenotypes listed in the table were associated with SNPs at genome-wide significant levels (p-value < 5E-08).

**References**:

1. Darmanis S, Sloan SA, Croote D, Mignardi M, Chernikova S, Samghababi P *et al.* Single-Cell RNA-Seq Analysis of Infiltrating Neoplastic Cells at the Migrating Front of Human Glioblastoma. *Cell Rep* 2017; **21**(5)**:** 1399-1410.

2. Darmanis S, Sloan SA, Zhang Y, Enge M, Caneda C, Shuer LM *et al.* A survey of human brain transcriptome diversity at the single cell level. *Proc Natl Acad Sci U S A* 2015; **112**(23)**:** 7285-7290.

3. Corces MR, Shcherbina A, Kundu S, Gloudemans MJ, Fresard L, Granja JM *et al.* Single-cell epigenomic analyses implicate candidate causal variants at inherited risk loci for Alzheimer's and Parkinson's diseases. *Nat Genet* 2020; **52**(11)**:** 1158-1168.

4. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 2013; **29**(1)**:** 15-21.

5. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 2010; **26**(1)**:** 139-140.

6. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z *et al.* Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* 2016; **44**(W1)**:** W90-97.

7. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM *et al.* Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat Genet* 2000; **25**(1)**:** 25-29.

8. Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* 2016; **44**(W1)**:** W160-165.

9. Wang S, Sun H, Ma J, Zang C, Wang C, Wang J *et al.* Target analysis by integration of transcriptome and ChIP-seq data with BETA. *Nat Protoc* 2013; **8**(12)**:** 2502-2515.

10. Stahl EA, Breen G, Forstner AJ, McQuillin A, Ripke S, Trubetskoy V *et al.* Genome-wide association study identifies 30 loci associated with bipolar disorder. *Nat Genet* 2019; **51**(5)**:** 793-803.

11. Cichon S, Muhleisen TW, Degenhardt FA, Mattheisen M, Miro X, Strohmaier J *et al.* Genome-wide association study identifies genetic variation in neurocan as a susceptibility factor for bipolar disorder. *Am J Hum Genet* 2011; **88**(3)**:** 372-381.

12. Kathuria A, Lopez-Lengowski K, Vater M, McPhie D, Cohen BM, Karmacharya R. Transcriptome analysis and functional characterization of cerebral organoids in bipolar disorder. *Genome Med* 2020; **12**(1)**:** 34.

13. Rauch U, Feng K, Zhou XH. Neurocan: a brain chondroitin sulfate proteoglycan. *Cell Mol Life Sci* 2001; **58**(12-13)**:** 1842-1856.

14. Friedlander DR, Milev P, Karthikeyan L, Margolis RK, Margolis RU, Grumet M. The neuronal chondroitin sulfate proteoglycan neurocan binds to the neural cell adhesion molecules Ng-CAM/L1/NILE and N-CAM, and inhibits neuronal adhesion and neurite outgrowth. *J Cell Biol* 1994; **125**(3)**:** 669-680.

15. Hoffmann TJ, Theusch E, Haldar T, Ranatunga DK, Jorgenson E, Medina MW *et al.* A large electronic-health-record-based genome-wide study of serum lipids. *Nat Genet* 2018; **50**(3)**:** 401-413.

16. Wojcik GL, Graff M, Nishimura KK, Tao R, Haessler J, Gignoux CR *et al.* Genetic analyses of diverse populations improves discovery for complex traits. *Nature* 2019; **570**(7762)**:** 514-518.

17. Cross-Disorder Group of the Psychiatric Genomics C. Identification of risk loci with shared effects on five major psychiatric disorders: a genome-wide analysis. *Lancet* 2013; **381**(9875)**:** 1371-1379.

18. Ikeda M, Takahashi A, Kamatani Y, Okahisa Y, Kunugi H, Mori N *et al.* A genome-wide association study identifies two novel susceptibility loci and trans population polygenicity associated with bipolar disorder. *Mol Psychiatry* 2018; **23**(3)**:** 639-647.

19. Muhleisen TW, Leber M, Schulze TG, Strohmaier J, Degenhardt F, Treutlein J *et al.* Genome-wide association study reveals two new risk loci for bipolar disorder. *Nat Commun* 2014; **5:** 3339.

20. PsychiatricGWASConsortiumBipolarDisorderWorkingGroup. Large-scale genome-wide association analysis of bipolar disorder identifies a new susceptibility locus near ODZ4. *Nat Genet* 2011; **43**(10)**:** 977-983.

21. Suzuki N, Fukushi M, Kosaki K, Doyle AD, de Vega S, Yoshizaki K *et al.* Teneurin-4 is a novel regulator of oligodendrocyte differentiation and myelination of small-diameter axons in the CNS. *J Neurosci* 2012; **32**(34)**:** 11586-11599.

22. Lam M, Chen CY, Li Z, Martin AR, Bryois J, Ma X *et al.* Comparative genetic architectures of schizophrenia in East Asian and European populations. *Nat Genet* 2019; **51**(12)**:** 1670-1678.

23. Lee JJ, Wedow R, Okbay A, Kong E, Maghzian O, Zacher M *et al.* Gene discovery and polygenic prediction from a genome-wide association study of educational attainment in 1.1 million individuals. *Nat Genet* 2018; **50**(8)**:** 1112-1121.

24. Lotta LA, Wittemans LBL, Zuber V, Stewart ID, Sharp SJ, Luan J *et al.* Association of Genetic Variants Related to Gluteofemoral vs Abdominal Fat Distribution With Type 2 Diabetes, Coronary Disease, and Cardiovascular Risk Factors. *JAMA* 2018; **320**(24)**:** 2553-2563.

25. Liu Y, Blackwood DH, Caesar S, de Geus EJ, Farmer A, Ferreira MA *et al.* Meta-analysis of genome-wide association data of bipolar disorder and major depressive disorder. *Mol Psychiatry* 2011; **16**(1)**:** 2-4.

26. Ferreira MA, O'Donovan MC, Meng YA, Jones IR, Ruderfer DM, Jones L *et al.* Collaborative genome-wide association analysis supports a role for ANK3 and CACNA1C in bipolar disorder. *Nat Genet* 2008; **40**(9)**:** 1056-1058.

27. McCarthy MJ, Liang S, Spadoni AD, Kelsoe JR, Simmons AN. Whole brain expression of bipolar disorder associated genes: structural and genetic analyses. *PLoS One* 2014; **9**(6)**:** e100204.

28. Carapito R, Ivanova EL, Morlon A, Meng L, Molitor A, Erdmann E *et al.* ZMIZ1 Variants Cause a Syndromic Neurodevelopmental Disorder. *Am J Hum Genet* 2019; **104**(2)**:** 319-330.

29. Morris AP, Voight BF, Teslovich TM, Ferreira T, Segre AV, Steinthorsdottir V *et al.* Large-scale association analysis provides insights into the genetic architecture and pathophysiology of type 2 diabetes. *Nat Genet* 2012; **44**(9)**:** 981-990.

30. Replication DIG, Meta-analysis C, Asian Genetic Epidemiology Network Type 2 Diabetes C, South Asian Type 2 Diabetes C, Mexican American Type 2 Diabetes C, Type 2 Diabetes Genetic Exploration by Nex-generation sequencing in muylti-Ethnic Samples C *et al.* Genome-wide trans-ancestry meta-analysis provides insight into the genetic architecture of type 2 diabetes susceptibility. *Nat Genet* 2014; **46**(3)**:** 234-244.

31. Zhao W, Rasheed A, Tikkanen E, Lee JJ, Butterworth AS, Howson JMM *et al.* Identification of new susceptibility loci for type 2 diabetes and shared etiological pathways with coronary heart disease. *Nat Genet* 2017; **49**(10)**:** 1450-1457.

32. Mahajan A, Taliun D, Thurner M, Robertson NR, Torres JM, Rayner NW *et al.* Fine-mapping type 2 diabetes loci to single-variant resolution using high-density imputation and islet-specific epigenome maps. *Nat Genet* 2018; **50**(11)**:** 1505-1513.

33. Xue A, Wu Y, Zhu Z, Zhang F, Kemper KE, Zheng Z *et al.* Genome-wide association analyses identify 143 risk variants and putative regulatory mechanisms for type 2 diabetes. *Nat Commun* 2018; **9**(1)**:** 2941.

34. Flannick J, Mercader JM, Fuchsberger C, Udler MS, Mahajan A, Wessel J *et al.* Exome sequencing of 20,791 cases of type 2 diabetes and 24,440 controls. *Nature* 2019; **570**(7759)**:** 71-76.

35. Vujkovic M, Keaton JM, Lynch JA, Miller DR, Zhou J, Tcheandjieu C *et al.* Discovery of 318 new risk loci for type 2 diabetes and related vascular outcomes among 1.4 million participants in a multi-ancestry meta-analysis. *Nat Genet* 2020; **52**(7)**:** 680-691.

36. Graff M, Scott RA, Justice AE, Young KL, Feitosa MF, Barata L *et al.* Genome-wide physical activity interactions in adiposity - A meta-analysis of 200,452 adults. *PLoS Genet* 2017; **13**(4)**:** e1006528.

37. Pulit SL, Stoneman C, Morris AP, Wood AR, Glastonbury CA, Tyrrell J *et al.* Meta-analysis of genome-wide association studies for body fat distribution in 694 649 individuals of European ancestry. *Hum Mol Genet* 2019; **28**(1)**:** 166-174.

38. Kichaev G, Bhatia G, Loh PR, Gazal S, Burch K, Freund MK *et al.* Leveraging Polygenic Functional Enrichment to Improve GWAS Power. *Am J Hum Genet* 2019; **104**(1)**:** 65-75.

39. Richardson TG, Sanderson E, Palmer TM, Ala-Korpela M, Ference BA, Davey Smith G *et al.* Evaluating the relationship between circulating lipoprotein lipids and apolipoproteins with risk of coronary heart disease: A multivariable Mendelian randomisation analysis. *PLoS Med* 2020; **17**(3)**:** e1003062.

40. Wu Y, Cao H, Baranova A, Huang H, Li S, Cai L *et al.* Multi-trait analysis for genome-wide association study of five psychiatric disorders. *Transl Psychiatry* 2020; **10**(1)**:** 209.

41. Tischfield DJ, Saraswat DK, Furash A, Fowler SC, Fuccillo MV, Anderson SA. Loss of the neurodevelopmental gene Zswim6 alters striatal morphology and motor regulation. *Neurobiol Dis* 2017; **103:** 174-183.

42. Palmer EE, Kumar R, Gordon CT, Shaw M, Hubert L, Carroll R *et al.* A Recurrent De Novo Nonsense Variant in ZSWIM6 Results in Severe Intellectual Disability without Frontonasal or Limb Malformations. *Am J Hum Genet* 2017; **101**(6)**:** 995-1005.

43. Akiyama M, Okada Y, Kanai M, Takahashi A, Momozawa Y, Ikeda M *et al.* Genome-wide association study identifies 112 new loci for body mass index in the Japanese population. *Nat Genet* 2017; **49**(10)**:** 1458-1467.

44. Pardinas AF, Holmans P, Pocklington AJ, Escott-Price V, Ripke S, Carrera N *et al.* Common schizophrenia alleles are enriched in mutation-intolerant genes and in regions under strong background selection. *Nat Genet* 2018; **50**(3)**:** 381-389.

45. Okbay A, Beauchamp JP, Fontana MA, Lee JJ, Pers TH, Rietveld CA *et al.* Genome-wide association study identifies 74 loci associated with educational attainment. *Nature* 2016; **533**(7604)**:** 539-542.

46. Davies G, Lam M, Harris SE, Trampush JW, Luciano M, Hill WD *et al.* Study of 300,486 individuals identifies 148 independent genetic loci influencing general cognitive function. *Nat Commun* 2018; **9**(1)**:** 2098.

47. Hill WD, Marioni RE, Maghzian O, Ritchie SJ, Hagenaars SP, McIntosh AM *et al.* A combined analysis of genetically correlated traits identifies 187 loci and a role for neurogenesis and myelination in intelligence. *Mol Psychiatry* 2019; **24**(2)**:** 169-181.

48. Zhao B, Luo T, Li T, Li Y, Zhang J, Shan Y *et al.* Genome-wide association analysis of 19,629 individuals identifies variants influencing regional brain volumes and refines their genetic co-architecture with cognitive and mental health traits. *Nat Genet* 2019; **51**(11)**:** 1637-1644.

49. Liu X, Akula N, Skup M, Brotman MA, Leibenluft E, McMahon FJ. A genome-wide association study of amygdala activation in youths with and without bipolar disorder. *J Am Acad Child Adolesc Psychiatry* 2010; **49**(1)**:** 33-41.

50. Cai D, Dhe-Paganon S, Melendez PA, Lee J, Shoelson SE. Two new substrates in insulin signaling, IRS5/DOK4 and IRS6/DOK5. *J Biol Chem* 2003; **278**(28)**:** 25323-25330.

51. Grimm J, Sachs M, Britsch S, Di Cesare S, Schwarz-Romond T, Alitalo K *et al.* Novel p62dok family members, dok-4 and dok-5, are substrates of the c-Ret receptor tyrosine kinase and mediate neuronal differentiation. *J Cell Biol* 2001; **154**(2)**:** 345-354.

52. Greenwood TA, Akiskal HS, Akiskal KK, Bipolar Genome S, Kelsoe JR. Genome-wide association study of temperament in bipolar disorder reveals significant associations with three novel Loci. *Biol Psychiatry* 2012; **72**(4)**:** 303-310.

53. Twal WO, Czirok A, Hegedus B, Knaak C, Chintalapudi MR, Okagawa H *et al.* Fibulin-1 suppression of fibronectin-regulated cell adhesion and motility. *J Cell Sci* 2001; **114**(Pt 24)**:** 4587-4598.

54. Cooley MA, Kern CB, Fresco VM, Wessels A, Thompson RP, McQuinn TC *et al.* Fibulin-1 is required for morphogenesis of neural crest-derived structures. *Dev Biol* 2008; **319**(2)**:** 336-345.

55. Klimentidis YC, Arora A, Newell M, Zhou J, Ordovas JM, Renquist BJ *et al.* Phenotypic and Genetic Characterization of Lower LDL Cholesterol and Increased Type 2 Diabetes Risk in the UK Biobank. *Diabetes* 2020; **69**(10)**:** 2194-2205.

56. Lee HJ, Woo HG, Greenwood TA, Kripke DF, Kelsoe JR. A genome-wide association study of seasonal pattern mania identifies NF1A as a possible susceptibility gene for bipolar disorder. *J Affect Disord* 2013; **145**(2)**:** 200-207.

57. Gonzalez S, Gupta J, Villa E, Mallawaarachchi I, Rodriguez M, Ramirez M *et al.* Replication of genome-wide association study (GWAS) susceptibility loci in a Latino bipolar disorder cohort. *Bipolar Disord* 2016; **18**(6)**:** 520-527.

58. Tchieu J, Calder EL, Guttikonda SR, Gutzwiller EM, Aromolaran KA, Steinbeck JA *et al.* NFIA is a gliogenic switch enabling rapid derivation of functional human astrocytes from pluripotent stem cells. *Nat Biotechnol* 2019; **37**(3)**:** 267-275.

59. Kang P, Lee HK, Glasgow SM, Finley M, Donti T, Gaber ZB *et al.* Sox9 and NFIA coordinate a transcriptional regulatory cascade during the initiation of gliogenesis. *Neuron* 2012; **74**(1)**:** 79-94.

60. Nagel M, Jansen PR, Stringer S, Watanabe K, de Leeuw CA, Bryois J *et al.* Meta-analysis of genome-wide association studies for neuroticism in 449,484 individuals identifies novel genetic loci and pathways. *Nat Genet* 2018; **50**(7)**:** 920-927.

61. Fries GR, Quevedo J, Zeni CP, Kazimi IF, Zunta-Soares G, Spiker DE *et al.* Integrated transcriptome and methylome analysis in youth at high risk for bipolar disorder: a preliminary analysis. *Transl Psychiatry* 2017; **7**(3)**:** e1059.

62. Bartolke R, Heinisch JJ, Wieczorek H, Vitavska O. Proton-associated sucrose transport of mammalian solute carrier family 45: an analysis in Saccharomyces cerevisiae. *Biochem J* 2014; **464**(2)**:** 193-201.

63. Horikoshi M, Beaumont RN, Day FR, Warrington NM, Kooijman MN, Fernandez-Tajes J *et al.* Genome-wide associations for birth weight and correlations with adult disease. *Nature* 2016; **538**(7624)**:** 248-252.

64. Warrington NM, Beaumont RN, Horikoshi M, Day FR, Helgeland O, Laurin C *et al.* Maternal and fetal genetic effects on birth weight and their relevance to cardio-metabolic risk factors. *Nat Genet* 2019; **51**(5)**:** 804-814.

How the deposited data were processed for this re-analysis (not part of the article)

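RNA-seq was measured in 8 libraries of hiPSC-derived astrocytes from 2 experiments, each with 2 libraries per group and RNA taken 24 h after transfection. In the “T-3” KD experiment, a control ASO was compared with ASOs against exon-4d, and in the siRNA experiment, a non-targeting siRNA pool (siControl) was compared with a pool against TCF7L2 (siTCF7L2). Libraries were grouped by their deposited labels. The experiments have separate count tables and separate control libraries, and comparisons were made within an experiment unless the text says otherwise.

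The authors made poly(A) libraries, aligned the read pairs to hg38 with STAR and counted fragments per gene with featureCounts on Ensembl release 92, with a minimum mapping quality of 1, without regard to strand, and with fragments shared among alignments and overlapping genes as fractions. Per the file headers, the authors made the deposited values with featureCounts from the aligned read pairs, which are expected counts of fragments per gene without normalization, and they were rounded here to whole numbers. The table of the “T-3” KD experiment lists 58395 genes and that of the siRNA experiment 64561; the additional genes had 0 fragments in every library and were left out. Library totals are given with each experiment in the text. Mitochondrial genes took 3.83 to 4.64% of the counts in the “T-3” KD experiment and 2.49 to 2.70% in the siRNA experiment, and the 10 genes with the most counts took 5.41 to 6.53% of a library.

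Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter at a minimum count of 10, and the quasi-likelihood F-test. FDR is the Benjamini-Hochberg adjusted p over all genes tested in an experiment. As in the paper, DEGs were genes with an FDR < 0.05 and a fold change of at least 2. RPKM was computed with edgeR from the counts and the deposited exon lengths. A test of the difference between the knockdowns used all 8 libraries in 1 edgeR fit, with 23484 genes tested. Alternatives chosen before the data were examined were DESeq2 1.42.0, DESeq2's size factors (RLE), library totals alone, no expression filter, a strict filter of at least 10 counts in every library, edgeR's exact test, the replicate number as a block, a test of the fold change limit with glmTreat, and each library left out in turn. A filter on a mean of at least 5 CPM was added after the values had been seen.

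Lists of genes were written down by hand for the arms of the unfolded protein response (PERK-ATF4 and ATF6-XBP1), insulin signaling, Wnt feedback targets, p53 targets, interferon-stimulated genes, the cell cycle, cholesterol synthesis, astrocyte markers and glucocorticoid targets. These 10 lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with the estimated correlation and the fry rotation test as alternatives, and adjusted over the 10 lists in each experiment. Named genes are those that the paper names or labels in its figures, up to 5 DEGs of each list with the lowest p and, in each direction of an experiment, the 5 DEGs with the lowest p.

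In the 3′ UTRs of GENCODE release 44, the presence of each sequence of 7 bases found in at least 50 genes was scored as a z against the log2 fold change, limited to 3 in size, after UTR length, GC content and gene span were fitted. Genes with a log2 CPM of at least 2 and a region of at least 50 bases were used, and the range expected by chance was taken from 100 permutations. Shares of genes with a site were compared with 10000 random draws of genes of like UTR length. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

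The steps were tested on simulated data. Of 200 genes given a change in simulated counts, the edgeR test called 195 in the design of the “T-3” KD experiment and 199 in that of the siRNA experiment, with 2 and 1 unchanged genes called as DEGs and 10 and 13 unchanged genes at FDR < 0.05. The joint fit of both experiments found 364 of 395 simulated differences and called 30 unchanged genes. In each experiment, the planted changes were all above a fold change of 2, in genes with enough counts and in a small share of genes. These runs therefore do not test calls near that limit, at low counts or where most genes change. Sites planted in 3′ UTRs took rank 1 in all 4 simulated runs.

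With 2 libraries per group, the spread of a single gene rests on its neighbors in expression, and no test of other groupings of the libraries was made because none can reach a small p. The ChIP-seq data, the pathway, disease and GWAS databases and the sequences of the ASOs and siRNAs were not used here. Values of some single genes that meet the naming rule are not reported here.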

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

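The tests on UTR length and on loss of TCF7L2 were chosen only after the results they examine had been seen. In each experiment the groups hold 2 libraries, and the 2 experiments differ in transfected agent, control and culture, so a difference between the knockdowns is a difference between the experiments as well.

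Some genes moved in opposite directions in the 2 experiments, each with FDR < 0.05, and the difference was tested in a joint edgeR fit. The log2 fold change after “T-3” KD minus that after siTCF7L2 was −1.25 for *FBLN1* (SE 0.09, FDR = 7.09e-08) and −1.19 for *DOK5* (SE 0.12, FDR = 2.16e-06), which belong to the BD genes of the paper. Among astrocyte markers it was −3.31 for *GFAP* (SE 0.08, FDR = 5.08e-12), −1.40 for *S100B* (SE 0.07, FDR = 2.86e-09), −0.50 for *GLUL* (SE 0.07, FDR = 5e-05) and −2.61 for *NDRG2* (SE 0.23, FDR = 3.24e-07). After “T-3” KD, *GFAP*, *S100B*, *GLUL* and *NDRG2* had log2 fold changes of −2.47, −0.78, −0.24 and −1.98, and after siTCF7L2 of 0.80, 0.58, 0.21 and 0.57. *TCF7L2* itself was lower in both experiments, with a difference of 0.13 (SE 0.13, FDR = 0.424).

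Whether “T-3” KD may act on these genes through its loss of TCF7L2 mRNA was examined over the DEGs of siTCF7L2. Of the 476 that were also tested after “T-3” KD, 51.7% moved in the same direction. A share near that of all genes, 53.1%, could arise if other effects of either agent cover a shared response. The control libraries of the experiments, which were themselves transfected, also differed. An effect through TCF7L2 mRNA on these DEGs therefore cannot be told apart from effects of the agent or the culture.

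Lists differed between the experiments as well. Tested on the difference, limma's camera gave a p of 0.000406 for the PERK-ATF4 arm of the unfolded protein response and 5.19e-07 for its ATF6-XBP1 arm, with medians of 0.60 and 0.39, of 0.0108 for Wnt feedback targets (median −0.58), 0.000494 for p53 targets (0.45), 0.00115 for interferon-stimulated genes (−0.73), 1.28e-10 for cell cycle genes (−1.03) and 0.019 for astrocyte markers (−0.46). All 7 have an adjusted p under 0.05 over the 10 lists with camera and with fry, and none with camera's estimated correlation. Of these lists, Table S7 holds 5 genes of the Wnt feedback targets and 1 each of the p53 targets, the interferon-stimulated genes and the cell cycle genes. Table S6 holds 6 genes of the PERK-ATF4 arm, 4 of the ATF6-XBP1 arm, 6 p53 targets, 5 interferon-stimulated genes, 2 cell cycle genes, 1 Wnt feedback target and 1 astrocyte marker, so the study had picked part of them from these libraries. The PERK-ATF4 arm showed no shift after siTCF7L2, with a camera p of 0.822 and genes moving both ways. *TCF7L2* fell about as far in both experiments, with log2 fold changes of −1.56 after “T-3” KD and −1.73 after siTCF7L2. Gene by gene, the difference was above 0 at FDR < 0.05 for 14 of the 20 PERK-ATF4 genes and below 0 for 5. Of the 20 ATF6-XBP1 genes, 17 were above and 0 below. The level of *TCF7L2* that remained differed, however. It was 1.67 RPKM after “T-3” KD and 4.54 RPKM after siTCF7L2, which is near the 4.93 RPKM of control ASO. For these lists, loss of TCF7L2 mRNA as the cause of the rise is therefore neither shown nor excluded. An effect of that loss that depends on the agent or the culture stays open, since the experiments differ in both.

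Lists outside the paper's discussion stood apart within an experiment. After “T-3” KD, limma's camera gave a p of 0.000196 for p53 targets, with a median log2 fold change of 0.42, 14 of 20 genes higher and 0 lower at FDR < 0.05, and 9.75e-06 for cell cycle genes, with a median of −0.45, 17 of 20 lower and 0 higher. The p53 targets with FDR < 0.05 and a fold change of at least 2 and the lowest p were *MDM2*, *ZMAT3*, *FAS*, *POLH* and *SPATA18*, with log2 fold changes of 1.29, 1.07, 1.38, 1.18 and 1.37; those of the cell cycle list were *DLGAP5*, which is also a label of Fig. 3g, and *BUB1* (−1.03). After siTCF7L2, camera gave 0.00023 for interferon-stimulated genes (median 0.26, 10 of 20 higher and 1 lower), 2.86e-10 for cell cycle genes (median 0.46, 19 of 20 higher and 0 lower) and 0.0197 for astrocyte markers (median 0.22, 8 of 14 higher and 1 lower). With the estimated correlation, each of these 5 lists had an adjusted p above 0.05. No explanation of these shifts was tested, and transfection, culture and knockdown are not separated by the design.

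In the siRNA experiment, genes with the sequence AGCCTTA in the 3′ UTR were higher after siTCF7L2 than with siControl. Among 16221 sequences of 7 bases over 12019 genes, AGCCTTA had the highest z, 15.1 over 1452 genes, where 100 permutations gave z between −4.7 and 5.3. In total, 16 sequences were above that range and 8 below it. The value of 15.1 is after UTR length, GC content and gene span were fitted, which argues against these as the cause. Between libraries of the same group the z was at most 0.6 in the siRNA experiment, which argues against replicate differences. With each library left out in turn the z was 14.7 to 15.0. An siRNA can lower mRNAs whose 3′ UTR pairs with its first bases, the seed, and a gene lowered by a control siRNA appears higher in the knockdown. Such targeting by the siRNAs of the control pool is a candidate explanation. Genes with 2 or more sites were higher than genes with 1 by 0.083 (permutation p of 0.00789, 188 genes), and sites in the coding sequence had a z of 3.2 in genes without the site in the 3′ UTR. AATACAA and TGCTCAA, with z of 8.3 and 6.4, showed no such step from 1 site to more (permutation p of 0.63 and 0.93). In the “T-3” KD experiment, which used no siRNA, AGGGAGC had a z of 6.0, where permutations gave −4.9 to 4.7. A z near that of TGCTCAA can thus lie above the permutation range without an siRNA. After “T-3” KD the z of AGCCTTA was 0.5, but loss of TCF7L2 as a cause cannot be told apart here, since that experiment differs in more than the agent. The siRNA sequences were not used here, so this remains a hypothesis found and tested on the same fold changes.

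Genes with CCGACGT in the 3′ UTR were lower after siTCF7L2, with a z of −7.7 over 70 genes and a mean difference of −0.315 on the log2 scale. With each library left out in turn the z was −8.1 to −7.2, while between libraries of a group it reached −3.3. The sequence occurs in exon 5 of *TCF7L2*, with 1 site from 113141296 to 113141302 on chromosome 10, where the paper places targets of the TCF7L2 siRNAs. Seed-type targeting by an siRNA of the TCF7L2 pool is a candidate explanation; 11.5% of all sequences of 7 bases occur in exons 5 or 14, so the match could also arise by chance.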

How the results depend on the processing

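The filter on a mean of at least 5 CPM is the only one of these tests chosen after the results were seen. Over 199 results and 2043 values under alternatives, 1946 were labeled the same, 23 became weaker, 13 stronger, 57 moved and 4 reversed. Values labeled the same kept their direction and their side of the threshold or moved by less than the replicate spread. Most counts of genes were labeled the same if they stayed within 1.5 times of the main value. After “T-3” KD, 2714 DEGs with DESeq2 and 2628 with the strict filter thus count as the same as 3650. The direction of *TCF7L2* was the same under all alternatives in both experiments, as was the number of BD genes with FDR < 0.05 after siTCF7L2. The alternative based on RPKM values with limma was not run, since the files hold counts.

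Counts of DEGs depend most on how the fold change limit is used. When the limit was itself tested with glmTreat, “T-3” KD gave 1294 DEGs (700 up, 594 down) and siTCF7L2 gave 80 (45 up, 35 down), since a gene must then exceed the limit by more than its error. With a mean of at least 5 CPM, where fewer genes are tested, they were 1374 (637 up, 737 down) and 216 (130 up, 86 down). DESeq2 gave 394 DEGs after siTCF7L2 (231 up, 163 down); the cause was not tested. The replicate block gave 3682 and 729 DEGs against 3650 and 672, and after “T-3” KD it raised the genes with FDR < 0.05 from 12547 to 13879. The paper's text does not say that replicate numbers name pairs, and the values leave it open: over all genes tested, the deviations of libraries with the same number correlated at 0.103 in the “T-3” KD experiment and 0.099 in the siRNA experiment, and above a log2 CPM of 1 at 0.347 and −0.081, over 2 pairs each.

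Of the genes near the *NCAN* and *SLC45A4* peaks, 1 had FDR < 0.05 with library totals only and 1 with no filter; the cause was not tested. *MEF2B*, with few counts, ranged from −0.08 to 0.48 across the fits that each left out one library and was reversed without siTCF7L2 replicate 1. With camera's estimated correlation, the unfolded protein response arms after “T-3” KD had p of 0.0933 and 0.0538; the cause was not tested. The PERK-ATF4 arm after siTCF7L2 changed direction with a mean of at least 5 CPM (camera p of 0.765) and with fry (0.515), around a median near 0. The median of the insulin signaling list after “T-3” KD ranged from 0.06 to 0.11 across the fits that each left out one library, with 0.06 without control ASO replicate 2.

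The correlation of log2 fold changes between the knockdowns was 0.076 and became 0.028 with DESeq2, 0.02 with no filter and 0.134 over genes with FDR < 0.05 in both; the cause was not tested. It ranged from 0.023 without siTCF7L2 replicate 2 to 0.120 without siTCF7L2 replicate 1. The difference of the knockdowns in *TCF7L2* ranged from −0.01 without “T-3” KD replicate 2 to 0.34 without “T-3” KD replicate 1. Among the other results, mostly single genes and lists, 71 changed: 21 weaker, 13 stronger, 33 moved and 4 reversed. The 4 include the reversals of *MEF2B* and of the PERK-ATF4 arm given above, and not each of them is named here.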

Differences from the paper's values

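The filter on a mean of at least 5 CPM is the only one of these tests chosen after the results were seen. The paper gives 1363 DEGs after “T-3” KD, and 3650 were found here. The paper's Table S6 holds 632 upregulated and 731 downregulated genes, against 1795 and 1855 here. Of the alternatives set before the data were examined, testing the fold change limit with glmTreat gave 1294 DEGs, 700 upregulated and 594 downregulated, within 1.5 times the paper's values. DESeq2 (2714), DESeq2's size factors (3625), library totals only (3622), no filter (4037), the strict filter (2628), edgeR's exact test (3675) and the replicate block (3682) did not close the gap. With only genes of a mean of at least 5 CPM tested, an alternative chosen after seeing the values, there were 1374 DEGs, 637 upregulated and 737 downregulated.

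The paper gives about 50 M fragment reads per sample, and the median total of counted fragments in the “T-3” KD libraries was 32.7 M, which leaves out fragments that were not aligned or fell in no gene. The paper's text does not settle whether its number counts pairs or the single reads of pairs; counted as single reads, the paper's number would stand for fewer fragments than were counted here, and the values of the “T-3” KD libraries would then be within 1.5 times of each other, while those of the siRNA libraries, with medians of 42.2 M and 41.2 M, would not. None of the alternatives changes the totals.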

Other observations

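The tests on sites in BD genes by direction, on library depth, mixed cells and culture, on the expression floor of Table S6, and on pre-mRNA were chosen only after the results they examine had been seen.

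After “T-3” KD, genes that span more of the genome rose relative to short genes. Over 11621 coding genes, the log2 fold change had a rho of 0.31 with gene span, and its median was −0.30 below 10 kb, −0.12 from 10 to 30 kb, 0.05 from 30 to 100 kb, 0.22 from 100 to 300 kb and 0.44 from 300 kb on. Exon length or RNA quality is argued against, since rho with span was 0.26 at fixed exon length and rho with exon length was −0.01 at fixed span. Between libraries of a group the slope was at most 0.08 per 10-fold span against 0.36 between groups, although rho between libraries reached 0.25 and 0.26. GC content, with a rho of −0.43, may account for part of the trend, and at fixed GC content rho with span was 0.20, and with exon length, GC content and expression fixed together 0.16. After siTCF7L2, rho with span was 0.14, less than the −0.24 and 0.22 between libraries of a group in size, and it was 0.07 at fixed exon length and 0.03 with exon length, GC content and expression fixed together. The knockdown, the ASO itself and the transfection stay open as causes.

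The control libraries of the experiments differed in astrocyte genes. In control ASO relative to siControl, the estimates of all 14 markers were lower, from −10.42 for *AQP4* to −0.02 for *GLUL* on the log2 scale. *GFAP* was at −6.48, *NCAN* at −9.30 and *S100B* at −2.47. *AQP4* had counts of 0 and 1 with control ASO, so its value shows a large difference but not its size. The difference of *GLUL* was within its SD of 0.03 with control ASO, so *GLUL* is not shown to be lower. These levels are already divided by library depth, which was 1.22 times higher in siControl, and a ratio of that size is argued against as the cause of differences such as those of *AQP4*, *NCAN*, *GFAP* and *S100B*, though not of the small ones such as that of *GLUL*. Cells of another type mixed into one experiment stay open: the markers fell by very different amounts, with −0.02 for *GLUL* beside −6.48 for *GFAP*, but the markers that hardly differed can be expressed by other cell types too, and no profile of another cell type was used here. Culture, batch or transfection could each be the cause as well, and these cannot be told apart, since each experiment has its own control; over 23484 genes the controls had a Pearson r of 0.903.

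The genes of Table S6 had a mean CPM of at least 4.79. Of the 2293 DEGs found here that are not in that table, 2235, or 97.5%, were below this level, which is consistent with a floor on expression in the paper's test, and 58 were above it. The median CPM of the missing genes was 0.82, and 6 genes of the table were not DEGs here.

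The fall of TCF7L2 mRNA after “T-3” KD could follow from loss of “T-3” or from cleavage of TCF7L2 pre-mRNA by the ASOs, because exon-4d lies in an intron of all 14 coding transcripts that span it. The counts per gene cannot tell these apart, and the cause stays open.

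Over 20101 genes, the log2 fold changes of the knockdowns had a Spearman rho of 0.087, and 53.1% of genes had the same sign. Of 4483 genes with FDR < 0.05 in both, 2550 moved the same way and 1933 opposite ways. Of 130 DEGs in both, 79 moved the same way. Of the 186 genes of Table S7, 185 were tested after “T-3” KD, and 142 had FDR < 0.05, 82 of them in the direction of that table.

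More of the genes in Table S7 rose than fell after siTCF7L2. At least 1 of AGCCTTA, AATACAA and TGCTCAA was in the 3′ UTR of 63.2% of those that rose, against 48.9% in genes of like UTR length (p of 0.0004, 10000 draws). Of those that fell it was 19.0%, against 40.8% (p of 0.0002, the smallest these draws can give). These 3 sequences are a choice among the 16 above the permutation range and not the 3 with the highest z. The shares and p of the pooled sequences depend on that choice. Among all DEGs of siTCF7L2 with a scored 3′ UTR, the share was 62.2% of those that rose, against 42.8%. It was 39.8% of the DEGs that fell, against 39.5%, so the lower share in Table S7 was not seen over all DEGs that fell. Seed-type targeting by the control pool may contribute to the genes that rose. The genes and sites come from the same libraries. Split by direction after the sites had been seen, 83.3% of the 6 BD genes that rose had a site, against 48.4% (p of 0.093), and 0 of the 2 that fell, against 66.9% (p of 0.22). So few genes do not decide whether the sites are in excess among them.

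After “T-3” KD, 3 of the 8 BD genes had FDR < 0.05 over all genes tested, and 2 passed when adjusted over the list alone. The 3 were *TENM4* with a log2 fold change of 0.62, *FBLN1* with −0.63 and *DOK5* with −0.31. None had a fold change of at least 2. *NCAN* had counts of only 12 and 17 with control ASO and 7 and 13 after “T-3” KD. These are too few to decide whether it changed (SE 0.47).

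The remaining lists gave these results. Of the lists that follow, those that passed with limma's fry rotation test though not with camera were, after “T-3” KD, interferon-stimulated genes (fry adjusted p = 0.0108), astrocyte markers (fry adjusted p = 0.00489) and glucocorticoid targets (fry adjusted p = 0.0162), and after siTCF7L2, glucocorticoid targets (fry adjusted p = 0.00636) and p53 targets (fry adjusted p = 0.0475). After “T-3” KD, glucocorticoid targets had a median log2 fold change of −0.11 (2 genes higher and 4 lower at FDR < 0.05 of 10 tested; limma's camera, adjusted p = 0.191), with *MT2A*, *PER1* and *MT1X* at −1.48, −1.44 and −1.33; interferon-stimulated genes −0.29 (4 higher, 9 lower; adjusted p = 0.115), with *ISG15*, *IFIT1*, *IFI44L*, *IFI6* and *IFIT2* at −2.12, −2.00, −1.56, −1.09 and −1.03; Wnt feedback targets −0.22 (2 higher, 7 lower; adjusted p = 0.25), with *DKK1* at 1.23; and astrocyte markers −0.24 (2 higher, 6 lower; adjusted p = 0.115). After siTCF7L2, glucocorticoid targets had a median of 0.29 (7 higher, 1 lower of 11; limma's camera, adjusted p = 0.162), with *ZBTB16* at 1.37, between 0.99 and 1.94 with each library left out in turn. The ATF6-XBP1 arm had −0.10 (3 higher, 7 lower; adjusted p = 0.162), the PERK-ATF4 arm −0.01 (3 higher, 4 lower), with *PSAT1* at 1.03 and *STC2* at −1.27, insulin signaling −0.03 (5 higher, 7 lower; adjusted p = 0.822), p53 targets −0.03 (4 higher, 2 lower; adjusted p = 0.822), with *RPS27L* at 1.15, and cholesterol synthesis −0.10 (3 higher, 5 lower; adjusted p = 0.162). *IFIT2* rose by 1.06 after siTCF7L2.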
